# Notch signal strength controls cell fate in the haemogenic endothelium

**DOI:** 10.1038/ncomms9510

**Published:** 2015-10-14

**Authors:** Leonor Gama-Norton, Eva Ferrando, Cristina Ruiz-Herguido, Zenhy Liu, Jordi Guiu, Abul B. M. M. K. Islam, Sung-Uk Lee, Minhong Yan, Cynthia J. Guidos, Nuria López-Bigas, Takahiro Maeda, Lluis Espinosa, Raphael Kopan, Anna Bigas

## Abstract

Acquisition of the arterial and haemogenic endothelium fates concurrently occur in the aorta–gonad–mesonephros (AGM) region prior to haematopoietic stem cell (HSC) generation. The arterial programme depends on Dll4 and the haemogenic endothelium/HSC on Jag1-mediated Notch1 signalling. How Notch1 distinguishes and executes these different programmes in response to particular ligands is poorly understood. By using two Notch1 activation trap mouse models with different sensitivity, here we show that arterial endothelial cells and HSCs originate from distinct precursors, characterized by different Notch1 signal strengths. Microarray analysis on AGM subpopulations demonstrates that the Jag1 ligand stimulates low Notch strength, inhibits the endothelial programme and is permissive for HSC specification. In the absence of Jag1, endothelial cells experience high Dll4-induced Notch activity and select the endothelial programme, thus precluding HSC formation. Interference with the Dll4 signal by ligand-specific blocking antibodies is sufficient to inhibit the endothelial programme and favour specification of the haematopoietic lineage.

## Abstract (web summary)

It is unclear how Notch1 signals regulate both the maintenance of the endothelial fate and the endothelial-to-hematopoietic transition in the embryonic aorta. Here the authors show that those cells in which Notch1 ligand Jag1 is out-competed by Dll4 remain endothelial, while higher Jag1 activity leads to generation of hematopoietic stem cells.

Haematopoietic stem cells (HSCs) are generated during embryonic life in the aorta–gonad–mesonephro (AGM) region^1^. This process requires gain of haematopoietic competence from cells displaying endothelial traits located in the embryonic aorta (also known as endothelial-to-haematopoietic transition (EHT)^2^,^3^,^4^) Recently, it has been demonstrated that the first molecular event in the EHT process requires the silencing of the endothelial programme^5^; however, the molecular signals governing the sequence of events to obtain a functional HSC are mainly unknown.

Notch1 signalling is indispensable for the specification of the arterial programme and the generation of HSCs^6^,^7^,^8^,^9^,^10^,^11^. Ligand specificity for each process has been suggested since deletion of Delta-like 4 (Dll4) results in strong arterial defects^12^,^13^, while Jagged1 (Jag1) deletion impairs definitive haematopoiesis^7^. The main structural difference between both types of ligands resides in the number of epidermal growth factor (EGF)-like repeats (6–8 for Delta and 16 for Jagged) and in the presence of C-rich domain in Jag1; however, ligand-mediated cleavage is thought to be a 'no memory' process in relation to the identity of the ligand involved^14^. Glycosylation of Notch by the fringe family of glycosyl-transferases^15^ was found to favour the association of Notch1 to Delta instead of Jagged ligands^16^, likely affecting Notch signal strength.

We have recently developed two mouse lines that trace cells that activate the Notch pathway and their descendants. Importantly, *N1IP::Cre*^*LO*^ is a low-sensitivity line that only traps cells experiencing high levels of Notch1 activation^17^, whereas *N1IP::Cre*^*HI*^ is high sensitive and traps cells experiencing both low and high levels of Notch activation^18^ (HI and LO designations reflect the differential sensitivity of these reporters defined here as the number of Notch intracellular domain (NICD) molecules released)^19^. We here demonstrate that, whereas N1IP::Cre^HI^ labels both haematopoietic and arterial cells, N1IP::Cre^LO^ specifically labels the arterial population, indicating that arterial and haematopoietic cells originate from different Notch-traceable populations. In addition, Jag1 restricts Notch activation in the haemogenic endothelium, which results in reduced expression of the endothelial gene programme and increased haematopoietic-specific transcription. Together, these results indicate that Jag1 is required to maintain the low Notch signal that is required for haematopoietic specification, whereas Dll4 secures the high Notch activity and the success of the arterial programme.

## Results

### Different Notch1 activity specifies haematopoietic and arterial fate

Genetic studies have demonstrated that Notch1 is required for both haematopoietic and arterial specification^6^,^10^,^11^. Previously, we generated a genetic sensor of the Notch activation history by replacing the intracellular domain of mouse *Notch1* with the site-specific Cre-recombinase^17^ (Fig. 1a) and crossing these mice with the *ROSA*^*eYFP*^ reporters. In the double transgenic embryos (*N1IP::Cre*^*LO*^; *ROSA*^*eYFP*^), arterial endothelium including the dorsal aorta of the AGM region was detected as early as E10.5 at the time of HSC formation (Supplementary Fig. 1) and was more clear and intense after E11, when full arteries but no veins were labelled^17^. However, YFP+ cells among the haematopoietic lineages were barely detected in these mice (Fig. 1b) despite the fact that haematopoietic stem cell (HSC) development from the AGM endothelium also requires Notch1 signalling. These results indicated that YFP+ endothelial cells of the *N1IP::Cre*^*LO*^ AGM region are not the precursors of the definitive HSCs (YFP−) and strongly suggested that Notch activation in the haematopoietic lineage was insufficient to accumulate enough Cre molecules to rearrange the YFP reporter (as demonstrated in ref. 19).

To further investigate this possibility, we pursue for a strategy to trap cell lineages experiencing low levels of Notch activity. We found that removal of the tag from the Cre recombinase improved Cre activity, and consequently labelling efficiency (we refer to this transgene as *N1IP::Cre*^*HI*^)^19^. In contrast to that observed in the haematopoietic lineages of the *N1IP::Cre*^*LO*^ mice, we found a consistent YFP+ staining in the different haematopoietic organs and cell lineages of the *N1IP::Cre*^*HI*^;*ROSA*^*eYFP*^ mice (Fig. 1b,c). Comparative analysis of E10.5 *N1IP::Cre*^*HI*^ and *N1IP::Cre*^*LO*^ embryos using whole-mount immunostaining demonstrated that both lines contained YFP+ cells in the aortic endothelium (Supplementary Fig. 1), but only the *N1IP::Cre*^*HI*^ haematopoietic cluster cells (Kit+) were YFP+ (Fig. 1d). In addition, YFP+ cells isolated from the fetal liver or bone marrow of the *N1IP::Cre*^*HI*^;*ROSA*^*eYFP*^ reconstituted the haematopoietic system of lethally irradiated hosts (Fig. 1e,f). Thus, the *N1IP::Cre*^*HI*^ and *N1IP::Cre*^*LO*^ lines both labelled cell lineages that experience high levels of Notch activation (such as the arterial cells), but they differ in their capacity to label cells with a history of low Notch1 activity such is the case of the haematopoietic lineage. Moreover, these results indicate that definitive HSCs originate from endothelial precursors that have not experienced high Notch signal. Because Jag1 and Dll4 ligands are specifically required to promote the haematopoietic^7^ and the arterial^12^,^13^ fates, respectively, and different Notch signalling strength has previously been assigned to each ligand^20^, we propose that low (haematopoietic) and high (arterial) Notch activity observed in the embryonic AGM might be achieved by the differential use of either ligand.

### Jag1 and Dll4 distribution in the embryonic aortic cells

Both Dll4 and Jag1 ligands were strongly and homogeneously distributed along the rostral-caudal and dorsoventral axis of the aortic endothelium by E10.5 (Fig. 2a and Supplementary Fig. 2a). Interestingly, Kit^+^ cluster structures showed variable patterns of ligand distribution, most frequently being the positive signal for Dll4 (Supplementary Fig. 2b). However, the majority of sorted Kit^−^ endothelial cells (89%) co-expressed the Jag1 and Dll4 ligands, and only a few cells expressed either Jag1 (3.8%) or Dll4 (4.6%) or were negative for both (2.5%; Supplementary Fig. 2d). At the transcriptional level, lower levels of ligand mRNA were detected in the Kit+ population (cluster cells) compared with the endothelial (Kit−) population (Supplementary Fig. 2e).

### Jag1 inhibits the endothelial programme in AGM cells

The ligand distribution observed in the aortic endothelium of the AGM suggests the existence of a functional interplay between Jag1 and Dll4. Thus, we aimed to investigate the relative contribution of each ligand in the process of haematopoietic and endothelial production from AGM endothelial progenitor cells. With this purpose, we dissected E10.5 and E11.5 AGM tissues and sorted the cells based on CD31 positivity (excluding Ter119^+^ and CD45^+^ cells). We then incubated the CD31+ AGM cells for 7 days in the presence of OP9 stroma overexpressing either Jag1 (OP9-Jag1) or Dll4 (OP9-Dll4) ligands (Supplementary Fig. 3c) and analysed the cultures for the presence of cells expressing the haematopoietic markers Kit and CD45, as a measure of haematopoietic cell production. Generation of haematopoietic cells (CD45^+^) and haematopoietic progenitors (Kit^+^CD45^+^) from E10.5 and E11.5 AGM cells was increased both in percentage (eightfold increase; Supplementary Fig. 3d) and in total cell number (Fig. 2c) when comparing OP9-Jag1 with OP9-Dll4 cultures. To investigate whether Jag1 and Dll4 affect the haematopoietic cell production by regulating the EHT process, we performed a similar experiment; however, in this case the sorted CD31^+^CD45^−^ E11.5 AGM cells were incubated on OP9-Jag1 or OP9-Dll4 for 2 h, resorted according to Kit expression and processed for transcriptome analysis using Affymetrix arrays. 

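Transcripts were measured on Affymetrix mouse gene arrays in 6 groups of E11.5 AGM cells that carried CD31 and lacked CD45 and Ter119. Fresh Kit− and Kit+ cells gave 3 arrays each. Kit−D, Kit+J and Kit+D cells, re-sorted after 2 h on OP9 stroma, a mouse bone marrow line that here carries Dll4 or Jag1, also gave 3 arrays each. Kit−J cells gave 2, because the paper states that 1 Kit−J sample was excluded for technical reasons. According to the paper the replicates are independent sorts, and a few nanograms of RNA were amplified for each array. The 6 fresh arrays come from an earlier series, so that culture and array set cannot be told apart where cultured cells are compared with fresh cells. Kit−J with Kit−D and Kit+J with Kit+D are compared within the 11 cultured arrays. For Kit−J replicates 1 and 2, Kit−D replicate 3 and Kit+D replicate 3, 1 line of the sample labels names the opposite Kit population. Their titles, sources and the paper name the groups used here. The mean log2 signal of Kit, the receptor by which the cells were sorted, was 8.21 ± 0.0776 (SD, n = 3) in Kit−, 9.51 ± 0.0591 (n = 3) in Kit+, 8.79 ± 0.414 (n = 2) in Kit−J, 7.59 ± 0.497 (n = 3) in Kit−D, 9.42 ± 0.465 (n = 3) in Kit+J and 8.83 ± 0.277 (n = 3) in Kit+D. Kit does not settle the conflicting line for the Kit−J arrays, since Kit−J replicate 1 (9.081) lay above the 3 Kit+D arrays (8.509 to 8.995) and Kit+J replicate 2 (9.02). On Kit−D replicate 3 Kit was at 8.016, below every array of the Kit+ groups. On Kit+D replicate 3 it was at 8.995, above every Kit− and Kit−D array (at most 8.288). The VEGF receptor gene Kdr was at 10.26 and 6.889 on these 2 arrays. These values go with their titles and argue against the conflicting line for these 2 arrays. On Kit−J replicates 1 and 2 Kdr was at 5.11 and 6.381, within the range of the Kit+ groups (4.632 to 6.889). By Kdr alone the Kit−J arrays would go with the conflicting line. Lower Kdr in Kit−J is itself the result under study, so Kdr cannot settle their line.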

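The authors deposited log2 values summarized by RMA, which corrects background, equalizes the distributions of the arrays and combines the probes of a set. Array medians lay between 5.22 and 5.38. Of 34760 probe sets, 21640 carried 1 gene symbol, 1321 several and 11799 none, and 19937 genes were tested after the brightest probe set had been taken for the 954 genes with more than 1. Groups were compared in 1 linear model over all 17 arrays with limma, so that all groups share an estimate of the spread and Kit−J, with 2 arrays, is assumed to vary like the others. Genes were called at an adjusted p under 0.05, the threshold in the legend of Fig. 2. When the arrays were set equal on 8 housekeeping genes instead, the median of all genes moved by 0.12 (log2) in Kit−J against Kit−, by 0.11 in Kit+J against Kit+, by 0.21 in Kit+D against Kit+ and by 0.15 in the difference of the ligand effects between Kit− and Kit+ cells.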

Of note that the final analysis included four populations generated in the experiment (Kit− and Kit+ after incubation with Jag1 (Kit−J and Kit+J) or with Dll4 (Kit−D and Kit+D)) and two controls corresponding to the untreated populations (CD31^+^Kit^−^CD45^−^ (Kit−) and CD31^+^Kit^+^CD45^−^ (Kit+)) that were directly sorted from freshly dissected E11.5 AGMs (Fig. 2d). Independent triplicates of each sample were obtained and processed using the Affymetrix gene chips. 

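Kit− cells recovered after 2 h on OP9-Jag1 differed from fresh Kit− cells in 426 of 19937 genes, 50 higher and 376 lower (adjusted p under 0.05 from limma). Among the 8 largest falls of called genes were Flrt2, which encodes a membrane protein of cell adhesion and axon guidance (log2 fold change −3.39, standard error 0.42, adjusted p = 0.000563), the semaphorin gene Sema6d (−3.38, standard error 0.33, adjusted p = 8.2e-05) and Klhl4 (−3.24, standard error 0.27, adjusted p = 3.72e-05). The 8 largest rises of called genes included Penk, which encodes preproenkephalin (3.28, standard error 0.78, adjusted p = 0.0405), the metallothionein gene Mt2 (2.40, standard error 0.51, adjusted p = 0.0222) and Mettl18, a methyltransferase gene (1.92, standard error 0.28, adjusted p = 0.0018). Each of the 8 missed the threshold without Kit−J replicate 1 (adjusted p from 0.0571 to 0.488). On OP9-Dll4, 34 genes differed from fresh Kit− cells, 29 higher and 5 lower. Sgk1, a serum- and glucocorticoid-induced kinase, rose by 2.34 (standard error 0.24, adjusted p = 0.00184), and S100a6, a calcium-binding protein, by 2.75 (standard error 0.41, adjusted p = 0.0192; from 0.0545 to 0.0931 without any Kit− replicate or Kit−D replicate 3). The chemokine receptor gene Ccr2 (−2.12, standard error 0.37, adjusted p = 0.0404) and the myeloid lectin gene Clec7a (−1.99, standard error 0.36, adjusted p = 0.0434) fell, and both missed the threshold without each array in turn (adjusted p from 0.0782 to 0.208) but Kit−D replicate 1. Beside them, 0 of 18 macrophage and myeloid markers were called in Kit−D against Kit−, with a median of −0.50 (camera adjusted p = 0.00974; adjusted p = 0.721 with an estimated correlation). Their mean lay 0.659 above that of the Kit− arrays on Kit−D replicate 1 and at −1.52 and −1.73 on replicates 2 and 3. The mean of 23 stromal and mesenchymal markers was −0.219, 0.513 and 0.948 on Kit−D replicates 1 to 3 (median 0.26 against Kit−, 0 called, camera adjusted p = 0.0382, adjusted p = 0.721 with an estimated correlation). Arrays of the groups did not overlap for 6481 genes (32.5%) in Kit−J against Kit− and for 5149 (25.8%) in Kit−D against Kit−; chance gives 10% for 3 arrays against 3 and more for 2 against 3. The Kit−J count was 105 without Kit−J replicate 1, 942 without Kit−J replicate 2, 265, 272 and 247 without Kit− replicates 1, 2 and 3, 270 with array weights and 189 after housekeeping scaling. The Kit−D count was 6, 1 and 1 without Kit− replicates 1, 2 and 3 and 67, 19 and 1 without Kit−D replicates 1, 2 and 3. It was 780 with array weights (505 higher and 275 lower), 117 with all probe sets, 60 without dim genes and 80 when only these groups were fitted, where Ccr2 (adjusted p = 0.0507), Clec7a (0.0512) and, in Kit−J, Mt2 (0.077) missed the threshold. After housekeeping scaling 12 genes were higher and 6 lower in Kit−D. The balance turned to 24 higher and 31 lower when Kit−D replicate 3 and Kit+D replicates 1 and 3 were left out, a choice made after their marker genes had been seen.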

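In Kit+ cells on OP9-Jag1, 0 genes were higher and 4 lower than in fresh Kit+ cells (limma), with 1330 genes at an unadjusted p under 0.05. The 4 were Nr4a1 (−1.93, standard error 0.25, adjusted p = 0.019) and Jun (−1.39, standard error 0.17, adjusted p = 0.0101), immediate early transcription factors, the histone gene H2bc1 (−1.75, standard error 0.25, adjusted p = 0.0284) and Eif4e3, a cap-binding translation factor (−1.25, standard error 0.19, adjusted p = 0.041). Each missed the threshold without Kit+ replicate 2 (adjusted p from 0.12 to 0.213) and without Kit+ replicate 3 (0.0671 to 0.161). Of 29 early response and dissociation genes, 2 were lower and 0 higher (6 lower when adjusted over the list alone; median −0.38, camera adjusted p = 4.51e-12, adjusted p = 0.0329 with an estimated correlation). On OP9-Dll4, 283 genes differed from fresh Kit+ cells, 207 higher and 76 lower. The largest rises of called genes were the embryonic globin genes Hba-x (4.41, standard error 0.54, adjusted p = 0.00282) and Hbb-y (4.29, standard error 0.55, adjusted p = 0.00346), and Hmox1, haem oxygenase, rose by 2.47 (standard error 0.31, adjusted p = 0.00319). Of 13 erythroid markers the 2 globins were called (3 when adjusted over the list alone; median 0.47, camera adjusted p = 0.000752, adjusted p = 0.35 with an estimated correlation). The cytokine receptor gene Flt3 fell by 1.50 (standard error 0.29, adjusted p = 0.0251), with an adjusted p of 0.0904, 0.0779 and 0.0702 without Kit+ replicates 1, 2 and 3 and of 0.0938 without Kit+D replicate 2. Hmox1 and Flt3 moved the same way on OP9-Jag1, without being called. Hmox1 was at 7.591 to 8.268 on Kit+J against 5.755 to 6.318 on Kit+, and Flt3 at 5.456 to 5.651 against 6.543 to 6.857. S100a6, named above for Kit−D, was at 9.115 to 9.551 against 6.762 to 7.115. Hba-x and Hbb-y did not rise in Kit+J. The changes of Hmox1, Flt3 and S100a6 can thus not be assigned to Dll4. In Kit+D against Kit+, 5 of 28 cytoskeletal genes were higher and 0 lower (6 when adjusted over the list alone; median 0.59, camera adjusted p = 1.4e-08, adjusted p = 0.0188 with an estimated correlation). Markers of other cells moved on the same arrays. The mean of 23 stromal markers, relative to the Kit− arrays, was −1.13, −0.777 and 0.378 on Kit+D replicates 1 to 3, against −1.08 to −1.01 on Kit+ (0 called), and that of 18 myeloid markers 1.85, −1.2 and −1.84. On Kit+D replicate 3 the stromal genes Mgp and Acta2 were at 9.75 and 9.38, against means of 4.85 and 4.71 on Kit+. Non-overlapping genes numbered 2340 (11.7%) for Kit+J and 4398 (22.1%) for Kit+D, against 10% by chance. Without Kit+ replicates 1, 2 and 3 the counts were 2, 0 and 0 for Kit+J and 35, 51 and 66 for Kit+D, without Kit+J replicates 1, 2 and 3 they were 18, 2 and 7, and without Kit+D replicates 2 and 3 they were 46 and 543. After housekeeping scaling the split was 4 higher and 1 lower for Kit+J and 223 higher and 9 lower for Kit+D, and 128 higher and 91 lower for Kit+D after another quantile normalization. The Kit+D count was 1075 with array weights, 793 with all probe sets, 172 with a fixed replicate block and 127 at a log2 fold change of at least 1. When only the groups compared were fitted, it was 6, all higher, and Flt3 (adjusted p = 0.176) and the cytoskeletal genes Cnn2, Vim, Pdlim5 and Flna (from 0.0901 to 0.188) missed the threshold, as did the 4 genes of Kit+J (from 0.0994 to 0.147), where 1 gene was called, higher in Kit+J.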

Bioinformatic analysis detected global changes in gene expression on ligand incubation, relative to the basal transcriptome of the Kit+ and Kit− cell populations. Principal component analysis (Fig. 2e) detected a high degree of similarity between replicates and a clear intrasample segregation of the replicate clusters on incubation with the ligands (Kit−J, Kit+J, Kit−D and Kit+D) from untreated Kit+ and Kit− AGM cells. 

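Over all probe sets, the first 3 principal components held 21%, 14.1% and 8.68% of the variance of the 17 arrays. Mean distances between arrays of a group were 104 in Kit−, 107 in Kit+ and 95.5 in Kit−D, and 136, 138 and 137 in Kit−J, Kit+J and Kit+D (Euclidean, log2 values). The nearest array belonged to the same group for 13 of the 17 arrays. Kit−J replicate 2 and all 3 Kit+J arrays lay nearest to a fresh Kit+ array. Between group means, Kit+J was 75.8 from Kit+, the smallest of the 15 distances, and Kit−D was 83.4 from Kit−. Kit−J was 102 from Kit−, 89 from Kit+ and 93.1 from Kit+J. Kit+D was 98.5 from Kit+ and 105 from Kit+J. The largest distances, 128, separated Kit−D from Kit−J and from Kit+J. No 2 arrays shared more than 1.1% of their values. Marker genes of other cells varied between replicates of the OP9-Dll4 groups: the mean of 24 primordial germ cell markers, relative to the Kit− arrays, was −1.88, −1.48 and −0.73 on Kit−D replicates 1 to 3 and −1.47, 1.22 and 1.86 on Kit+D replicates 1 to 3.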

Two-dimensional representation of principal component space shows a recognizable distribution, in which Kit− and Kit−D samples segregate not only from all Kit+ samples (Kit+, Kit+J and Kit+D) but also from the Kit−J. Similarly, unsupervised hierarchical clustering algorithm identified the following two transcriptional groups: (1) the untreated endothelial cells (Kit−) clustered with endothelial cells exposed to Dll4 (Kit−D) and (2) the haematopoietic precursor populations (Kit+, Kit+D and Kit+J) that clustered together with the Kit− cells exposed to Jag1 (Kit−J; Fig. 2f). Together, these analyses strongly suggest that Jag1 imposes a haematopoietic-like signature to the Kit− population, before the acquisition of detectable amounts of the Kit haematopoietic marker.

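On the first component the Kit− arrays (mean −34.1 ± 2.36, SD, n = 3) and the Kit−D arrays (−72.8 ± 6.01, n = 3) lay on one side, with −31.4 as their highest value. The Kit+ (33.7 ± 4.09, n = 3), Kit−J (32 ± 21.8, n = 2), Kit+J (47.9 ± 10.6, n = 3) and Kit+D arrays (mean 3.81, n = 3) lay on the other, with −11.1 for Kit+D replicate 1 as their lowest. The gap was 14.7% of the range of the component, 7.62% without Kit−D replicate 3, 23.1% without Kit−J replicate 1, 26.4% without Kit+J replicate 2, 30.3% without Kit+D replicate 1, 38.5% with the most variable genes and 28.6% among the cultured arrays alone. Hierarchical clustering of 514 genes with an SD of at least 1 put the 6 Kit− and Kit−D arrays in one branch and the 11 others in the second, while clustering of all genes put 10 of the 17 arrays on the side of their group. The endothelial genes followed this split. Germ cell genes followed it on every array but Kit+D replicate 1, and haematopoietic genes did not follow it. The mean of 35 endothelial identity genes, fixed before the data were examined, was −1.53 and −1.26 on the Kit−J arrays relative to Kit−, −1.78, −1.66 and −1.77 on Kit+, from −1.95 to −1.86 on Kit+J, from −1.66 to −1.26 on Kit+D and 0.177, 0.15 and 0.695 on Kit−D. The mean of 24 germ cell markers was 0.872 and 0.732 on Kit−J, 1.35, 1.08 and 1.22 on Kit+ and 1.62, 1.2 and 1.35 on Kit+J. It was 1.22 and 1.86 on Kit+D replicates 2 and 3, but −1.47 on Kit+D replicate 1, among the Kit−D arrays (−1.88 to −0.73). The Kit− arrays ran from −0.0883 to 0.0535. The mean of 39 haematopoietic genes was −0.08 and 0.356 on Kit−J and 0.17, 0.356 and 0.19 on Kit+. It was −0.251, −0.25 and 0.0111 on Kit+J, 0.827, −0.025 and −1.64 on Kit+D and 0.0968, −0.815 and −0.924 on Kit−D, with Kit− arrays between −0.103 and 0.0636.

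**Figure D1:**
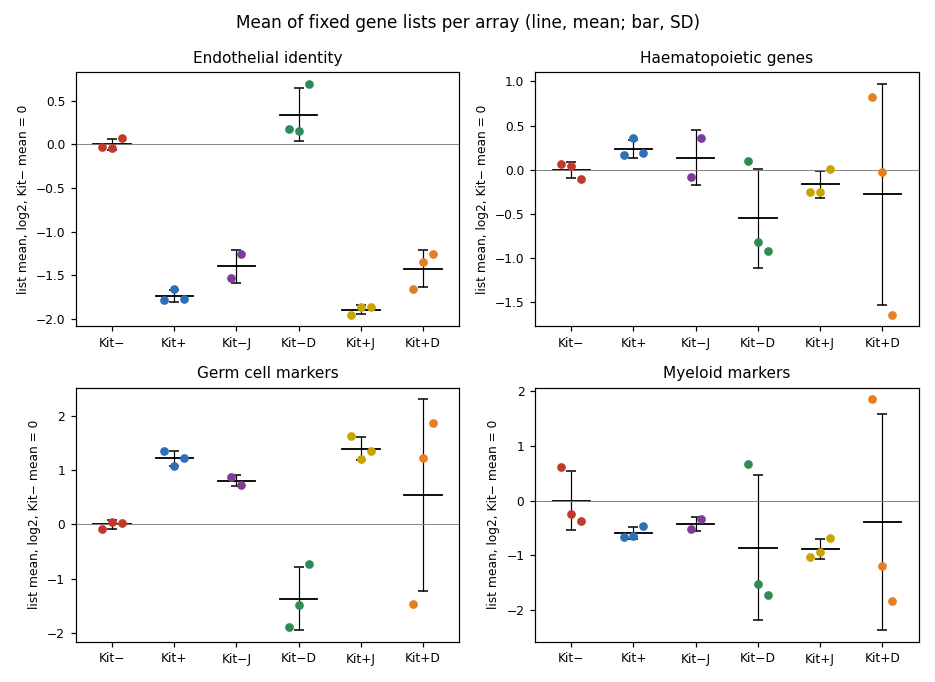
Mean of 4 gene lists on each of the 17 arrays, in log2 units relative to the mean of the Kit− arrays, by group; points are arrays, lines group means and bars SD. Endothelial identity genes lie at −1.53 and −1.26 on the Kit−J arrays, germ cell markers reach 1.86 on Kit+D replicate 3, and myeloid markers range from 1.85 on Kit+D replicate 1 to −1.84 on replicate 3.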

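Between cells kept on the 2 stromas, Kit−J differed from Kit−D in 1869 genes, 658 higher and 1211 lower (adjusted p under 0.05 from limma). Among the 8 largest falls of called genes were Kitl, which encodes the ligand of Kit (−4.05, standard error 0.36, adjusted p = 1.65e-05), and Flrt2 (−4.12, standard error 0.42, adjusted p = 5.03e-05). Aplnr, the apelin receptor, was another (−3.62, standard error 0.47, adjusted p = 0.00028). Kitl lay at 3.764 and 3.693 on the Kit−J arrays, near the floor of the array, so the size of its fall is uncertain. The 8 largest rises held Rgs1 (4.25, standard error 1, adjusted p = 0.0181) and the cytokine receptor gene Csf2rb (3.79, standard error 0.98, adjusted p = 0.0274), genes of leukocytes, and the germ cell genes Dppa5a (4.17, standard error 0.91, adjusted p = 0.0115), Utf1 (3.98, standard error 0.94, adjusted p = 0.0181) and Pou5f1 (4.01, standard error 1.17, adjusted p = 0.0449). Each of these 8 missed the threshold without Kit−J replicate 1 (adjusted p from 0.0841 to 0.262). Of 24 germ cell markers, 12 were higher in Kit−J than in Kit−D and 0 lower (18 when adjusted over the list alone; median 2.20, camera adjusted p = 1.39e-08, adjusted p = 0.277 with an estimated correlation). Of 23 stromal markers 3, Pdgfra, Prrx1 and Thy1, were lower in Kit−J and 0 higher (5 lower over the list alone; median −0.964, camera adjusted p = 5.55e-06, adjusted p = 0.185 with an estimated correlation). On Kit−D replicate 3 their mean was 0.948 above Kit−, with Mgp at 10.55 and Acta2 at 9.917. The 18 myeloid markers had a median of 0.28, with 0 called. Kit+J and Kit−J differed in 18 genes, 11 higher and 7 lower in Kit+J. Tek, the angiopoietin receptor (−1.4, standard error 0.21, adjusted p = 0.0206; 0.0831 without Kit+J replicate 3), the growth factor gene Igf2 (−2.33, standard error 0.33, adjusted p = 0.0127; 0.0601 without Kit−J replicate 1) and Ldb2 (−2.73, standard error 0.37, adjusted p = 0.0127; 0.0709 without Kit−J replicate 1 and 0.0648 without Kit+J replicate 3) were lower in Kit+J, and Yars2, a mitochondrial tRNA synthetase, was higher (1.92, standard error 0.22, adjusted p = 0.00728). Housekeeping scaling gave 133 genes higher and 651 lower in Kit−J than in Kit−D, and 2 higher and 6 lower in Kit+J than in Kit−J. The counts were 504 without Kit−J replicate 1, 1005 and 836 without Kit−D replicates 2 and 3, and for Kit+J against Kit−J 386 without Kit−J replicate 2 and 29 and 3 without Kit+J replicates 1 and 3. When only the groups compared were fitted, 1151 genes differed between Kit−J and Kit−D. Pdgfra, Prrx1 and Thy1 missed the threshold there (adjusted p = 0.11, 0.081 and 0.0893). In such a fit 2 genes differed between Kit+J and Kit−J, and Tek, Igf2, Ldb2 and Yars2 missed the threshold (adjusted p = 0.297, 0.172, 0.172 and 0.243). From the place of Kit−J among the Kit+ groups in the component plot and the clustering, the paper proposes that Jag1 gives Kit− cells a signature like that of haematopoietic cells before Kit itself can be detected.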

Next, we compared the expression profiles of the endothelial population exposed to Jag1 (Kit−J), the haematopoietic precursors (Kit+) and the endothelial population (Kit−). 

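Of the 644 genes that differed between Kit+ and Kit− cells (112 higher and 532 lower in Kit+; limma, adjusted p under 0.05) and the 426 that differed between Kit−J and Kit−, 304 were called in both with the same direction and 0 with opposite directions. Of the shared genes 295 were lower and 9 higher. The number higher was 0 without Kit+ replicate 3 and 1 without Kit+ replicate 1 or Kit− replicate 2. It was 2 after housekeeping scaling, 1 with all probe sets, 18 after another quantile normalization and 20 when only the groups compared were fitted. It was 32 in a fit with no OP9-Dll4 array, which was added after the data had been seen. The lower ones included Aplnr (−4.95 in Kit+ and −3.88 in Kit−J) and the transmembrane protein gene Tmem255a (−5.57 and −3.95, the latter with an adjusted p of 0.0646 without Kit−J replicate 1). The 9 higher ones were Cryz, Enpp4, Mt2, Nol9, Pak1ip1, Phtf2, Prdm14, Rcc2 and Tsr2, named because they are few, and none of them is on the list of 39 haematopoietic genes. Prdm14, a germ cell transcription factor, had log2 fold changes of 1.97 in Kit+ and 2.42 in Kit−J, which missed the threshold without any 1 of the arrays compared (adjusted p from 0.1 to 0.194 in Kit+ and from 0.0692 to 0.286 in Kit−J). Among the haematopoietic genes only Mecom, a transcription factor of stem cells and endothelium, was called in both, lower by −2.59 in Kit+ (standard error 0.33, adjusted p = 0.000221) and by −2.26 in Kit−J (standard error 0.37, adjusted p = 0.00395; adjusted p = 0.0541 with the mean of its probe sets). The called genes that rose most in Kit+ cells included Ccnb1ip1, a gene of meiotic crossing over (2.39, standard error 0.40, adjusted p = 0.00235), and Dapl1 (2.25, standard error 0.53, adjusted p = 0.0296, and from 0.0615 to 0.136 without each array in turn but Kit+ replicate 3). The 24 germ cell markers had a median of 1.25 in Kit+ against Kit−, with 1 called (5 when adjusted over the list alone; camera adjusted p = 3.87e-07, adjusted p = 0.336 with an estimated correlation). Both comparisons use the same 3 Kit− arrays, too few to split, so part of the overlap may come from them. Independent lists would share 10 lower and 0.281 higher genes, and 20 simulations of unchanged groups against shared controls gave at most 0. Groups without change yield few calls at all, so that 0 cannot show how much of the overlap the shared arrays produce. The log2 fold changes correlated across genes with r = 0.699 (0.444 in the simulations) and a covariance of 0.158 (0.0389), genes not being independent replicates. The shared count was 86 without Kit−J replicate 1, 200 and 191 without Kit− replicates 1 and 3, and 157 after housekeeping scaling, which gave 24 higher and 444 lower genes in Kit+ against Kit−. Arrays did not overlap for 5290 genes (26.5%) in Kit+ against Kit−, where chance gives 10%. The count for Kit+ was 417 without Kit+ replicate 3 (29 higher and 388 lower). It was 1335 when only these groups were fitted (481 higher and 854 lower) and 1728 with array weights (736 higher and 992 lower).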

Unexpectedly, we did not identify a shared haematopoietic signature in Kit+ and Kit− cells exposed to Jag1 (Kit−J). Instead, exposure of the Kit− population to Jag1 was associated with downregulation of several endothelial-related genes on the Kit− population such as *Flk1*, *Nrp1* and *Cdh2* among others (Fig. 2g and GSE59344). Accordingly, Gene Ontology (GO) analysis of the data indicated that genes downregulated in the Kit− cells by exposure to Jag1 fall into categories related to specification and maintenance of endothelial cell identity (including angiogenesis, regulation of cell migration and cell adhesion), or are associated with the Notch and Wnt pathways (Fig. 2h and Supplementary Tables 2 and 3).

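Kdr, the VEGF receptor also called Flk1, had a mean log2 signal of 9.70 ± 0.116 (SD, n = 3) in Kit− and 5.75 ± 0.899 (n = 2) in Kit−J. This is a log2 fold change of −3.95 (standard error 0.38, adjusted p = 7.34e-05 from limma), against −4.89 in Kit+ cells (standard error 0.34, adjusted p = 9.16e-07). Kdr averaged 4.81 on Kit+, below the median of all values (5.29), so the size of that fall is uncertain. Nrp1, a co-receptor of VEGF and semaphorins, fell by 2.49 in Kit−J (standard error 0.21, adjusted p = 3.72e-05) and by 4.07 in Kit+ (standard error 0.19, adjusted p = 3.67e-08). Cdh2, N-cadherin, fell by 2.41 (standard error 0.26, adjusted p = 0.000188) and by 2.69 (standard error 0.23, adjusted p = 7.56e-06). These 3 calls held without any 1 array and under every other setting tried. Of the 23 genes of Fig. 2g, 21 were lower in Kit−J and 0 higher (23 lower when adjusted over the list alone); all 23 were lower in Kit+. The study chose these genes on these arrays, so the count is not independent evidence. Their median was −2.15 in Kit−J (camera adjusted p = 1.76e-46; adjusted p = 0.000404 with an estimated correlation). Tek fell by 2.63 (standard error 0.21, adjusted p = 3.72e-05). Emcn, endomucin, fell by 3.73 (standard error 0.71, adjusted p = 0.0105), and Cdh5, VE-cadherin, fell by 2.82 (standard error 0.61, adjusted p = 0.0258). Emcn missed the threshold without Kit−J replicate 1 (adjusted p = 0.197) and Cdh5 without any 1 of the 5 arrays (adjusted p from 0.0594 to 0.204). The 2 genes that did not pass over all genes were Cav1, caveolin (−2.15, standard error 0.59, adjusted p = 0.0877), and Dll4. When only Kit−J and Kit− were fitted, Cav1 passed (adjusted p = 0.0344), while Hoxd8 (0.195) and Zeb1 (0.0889) of the same figure missed the threshold. Hoxd8 also missed it when only Kit+ and Kit− were fitted (adjusted p = 0.0501).

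**Figure D2:**
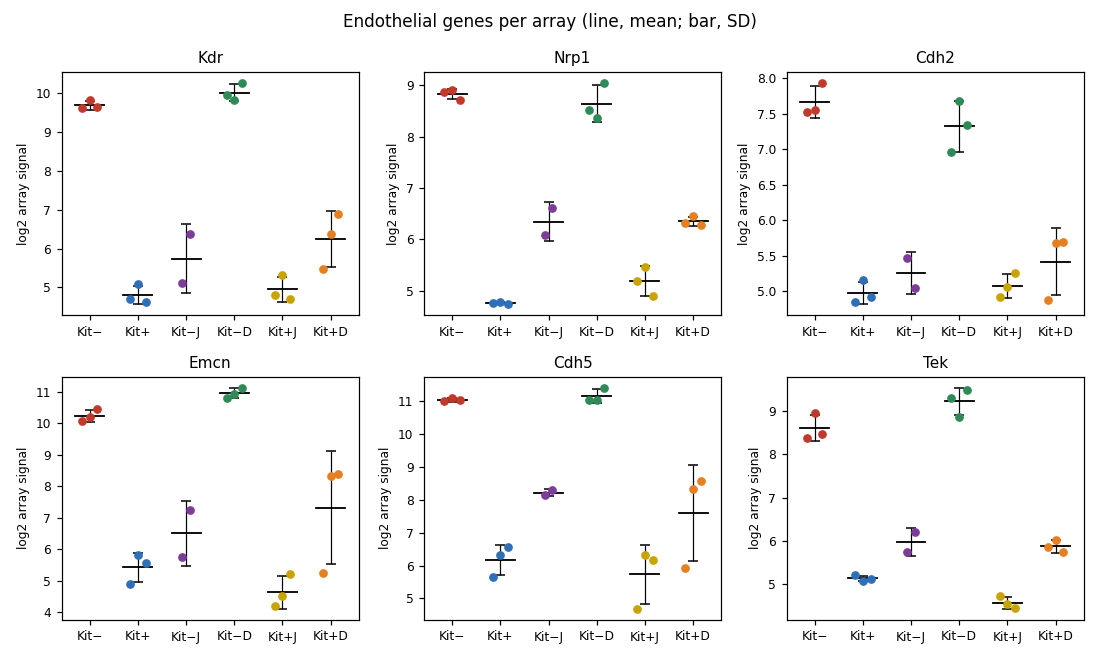
Log2 array signal of Kdr, Nrp1, Cdh2, Emcn, Cdh5 and Tek on each of the 17 arrays by group; points are arrays, lines group means and bars SD. Kdr averages 9.70 on Kit− and 5.75 on Kit−J arrays.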

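Gene lists for the categories of Fig. 2h and for endothelial identity were fixed before the data were examined and without the study's enrichment tables. Of 35 endothelial identity genes, none of them in Fig. 2g, 17 were lower in Kit−J than in Kit− and 0 higher (33 lower when adjusted over the list alone; median −1.41, camera adjusted p = 3.63e-36, adjusted p = 0.000869 with an estimated correlation). Among them were Clec14a, an endothelial lectin (−2.77, standard error 0.27, adjusted p = 7.34e-05 from limma), and Cd93 (−2.24, standard error 0.29, adjusted p = 0.000653). Clec14a lay at 4.278 and 4.285 on the Kit−J arrays, below the median of all values (5.29), so the size of its fall is uncertain. Of 22 arterial genes 8 were lower (13 over the list alone; median −0.90), with the connexin gene Gja5 at −2.95 (standard error 0.37, adjusted p = 0.000563). Of 8 venous genes 4 were lower (7 over the list alone; median −1.9), with the venous regulator Nr2f2 at −2.04 (standard error 0.22, adjusted p = 0.000167). Of 28 migration and guidance genes 9 were lower (16 over the list alone, median −0.92). Among them were Sema6a (−2.25, standard error 0.27, adjusted p = 0.000426) and the semaphorin receptor Plxnd1 (−1.85, standard error 0.24, adjusted p = 0.000648). Plxnd1 is also a gene of Fig. 2g, as are Mmp2, Fzd4 and Tcf7l2, which are named below for other lists. Apart from endothelial identity, the lists are therefore not taken as wholly independent of that figure. Of 30 adhesion and junction genes 7 were lower (14 over the list alone; median −0.88). Of 27 basement membrane genes 10 (16; median −0.93; the metalloproteinase Mmp2 at −2.18, standard error 0.28, adjusted p = 0.000713) were lower, of 28 cytoskeletal genes 5 (13; median −0.74; calponin Cnn2 at −2.52, standard error 0.29, adjusted p = 0.000348) and of 23 VEGF signalling genes 8 (10 lower and 1 higher over the list alone; median −0.54). With the preset correlation of camera the adjusted p of these 7 lists was 6.9e-17, 1.54e-12, 6.09e-19, 3.96e-11, 1.15e-16, 3.81e-13 and 2.6e-11 in the order given, and with an estimated correlation 0.00921, 0.000611, 0.00578, 0.00208, 0.0355, 0.000869 and 0.000869.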

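Of 39 Wnt pathway genes, 6 were lower in Kit−J than in Kit− and 0 higher (7 lower and 1 higher when adjusted over the list alone; median −0.28, camera adjusted p = 7.69e-06, adjusted p = 0.051 with an estimated correlation). They included the Wnt receptor Fzd4 (−2.29, standard error 0.20, adjusted p = 4.44e-05 from limma) and the transcription factor Tcf7l2 (−1.85, standard error 0.23, adjusted p = 0.000581). Both are also genes of Fig. 2g. Of 16 Notch targets 3 were lower, Hey2, Efnb2 and Ccnd1, and 0 higher (5 lower and 1 higher over the list alone). Their median was 0.0056, and negative without any 1 array but Kit− replicate 1, their mean −0.37 and the camera test pointed down (adjusted p = 0.0154; adjusted p = 0.0759 without Kit−J replicate 1; adjusted p = 0.051 with an estimated correlation). Of 34 cell cycle genes 0 were called in either direction, with 0 over the list alone (median 0.06, camera adjusted p = 0.652; median 0.15, adjusted p = 0.0491 without Kit−J replicate 1 and median −0.15, adjusted p = 0.0336 without Kit−J replicate 2). Markers of other cells also moved. Of 24 germ cell markers 1, Prdm14, was higher (median 0.66; camera adjusted p = 0.00274, adjusted p = 0.0519 without Kit−J replicate 2, adjusted p = 0.596 with an estimated correlation). Of 23 stromal and mesenchymal markers 1, the PDGF receptor gene Pdgfra, was lower, by −2.15 (standard error 0.41, adjusted p = 0.0102; 4 over the list alone; median −0.45; camera adjusted p = 0.000101, adjusted p = 0.256 with an estimated correlation). Of 13 erythroid markers the embryonic globins Hba-x (−3.13, standard error 0.60, adjusted p = 0.0112) and Hbb-y (−2.79, standard error 0.62, adjusted p = 0.0277) were lower, while the list had a median of 0.06, −0.04 without Kit−J replicate 1, and a mean of −0.60 (camera adjusted p = 0.134; 0.0364 without Kit− replicate 1). Of 12 megakaryocyte and platelet markers 2, Vwf and Clec1b, were lower (median −0.14; camera adjusted p = 0.0221, adjusted p = 0.0504, 0.147 and 0.0896 without Kit− replicates 2 and 3 and Kit−J replicate 1, adjusted p = 0.41 with an estimated correlation). Of 18 myeloid markers 0 were called (median −0.40; camera adjusted p = 0.134, 0.0405 without Kit− replicate 3), of 14 epithelial markers 0 (median 0.21; adjusted p = 0.262), and of 8 neural crest markers 1, Stmn2, was lower (median 0.02, mean −0.11; adjusted p = 0.598). Pdgfra, both globins, Vwf, Clec1b and Stmn2 missed the threshold without Kit−J replicate 1 (adjusted p from 0.0709 to 0.365), and Hbb-y, Vwf and Clec1b when only these groups were fitted (0.0527, 0.057 and 0.145).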

To confirm that Jag1 imposes the downregulation of a pre-existing endothelial signature in the Kfit− cells, we performed reverse transcriptase–PCR (RT–PCR) analysis of genes identified in our GO analysis (*n*=39) from independent pools of cells sorted and processed as detailed above. The 95% of all tested genes were found to be downregulated in the different pools of Kit+ cells when compared with Kit− AGM cells, as expected. Importantly, in two independent experiments 62% of all tested genes showed a reduction in their mRNA levels in the Kit−J compared with the original endothelial population (Kit−; Fig. 3a). Comparable results were obtained from sorted endothelial CD31^+^Kit^−^CD45^−^ cells grown on the OP9-Jag1 for 2 or 5 h (Supplementary Fig. 4a,b, respectively). These results exclude the possibility that the observed transcriptional changes are originated from Kit+ cells that lost the Kit marker during Jag1 incubation. In addition, we detected a general decrease in flk1 levels in the entire endothelial population after 5-h incubation on Jag1 as determined using flow cytometry (Supplementary Fig. 4c), suggesting that the effects of ectopic Jag1 are not restricted to a minor haemogenic endothelial cell population.

Altogether, the results strongly suggest that Jag1 counteracts a transcriptional endothelial programme that is likely imposed by Dll4 in the Kit− cell population.

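On OP9-Dll4 the mean of the endothelial identity genes of Kit− cells lay above that of each fresh Kit− array, and that of arterial genes below it on 2 of the 3 Kit−D arrays. Of 35 endothelial identity genes 0 were called in Kit−D against Kit−, by limma over all genes (3 higher when adjusted over the list alone; median 0.34, camera adjusted p = 3.91e-05, adjusted p = 0.308 with an estimated correlation). Kdr had a log2 fold change of 0.32 (adjusted p = 0.795), Nrp1 of −0.19 (adjusted p = 0.784) and Cdh2 of −0.34 (adjusted p = 0.642). Of 22 arterial genes 0 were called (2 lower over the list alone; median −0.14, camera adjusted p = 0.0992), with list means of −0.217, −0.24 and 0.182 on Kit−D replicates 1 to 3. The arterial connexins Gja5 (−1.11, standard error 0.33, adjusted p = 0.205) and Gja4 (−0.69, standard error 0.22, adjusted p = 0.25) lay lower on every Kit−D array than on every Kit− array. Of the 23 genes of Fig. 2g, chosen on these arrays and so not independent evidence, 0 were called (4 higher and 1 lower over the list alone; median 0.29, camera adjusted p = 0.00972, adjusted p = 0.481 with an estimated correlation, and adjusted p = 0.238 without Kit−D replicate 3). Compared directly, 29 of the 35 endothelial identity genes were lower in Kit−J than in Kit−D and 0 higher (33 over the list alone; median −1.71, camera adjusted p = 1.39e-29, adjusted p = 0.00162 with an estimated correlation). Kdr differed by −4.27 (standard error 0.38, adjusted p = 1.65e-05), Tek by −3.25 (standard error 0.21, adjusted p = 1.75e-06) and Flt1, another VEGF receptor, by −2.86 (standard error 0.39, adjusted p = 0.000438). Of the genes of Fig. 2g 22 were lower (median −2.09, camera adjusted p = 1.25e-31, adjusted p = 0.000717 with an estimated correlation). Germ cell markers had a median of −1.28 in Kit−D against Kit−, with 0 of 24 called (9 lower over the list alone; camera adjusted p = 2.82e-08, adjusted p = 0.481 with an estimated correlation). In Kit+D against Kit+, 4 of the genes of Fig. 2g were higher and 0 lower (11 over the list alone; median 0.55, camera adjusted p = 5.5e-08, adjusted p = 0.0883 with an estimated correlation), with Nrp1 at 1.59 (standard error 0.19, adjusted p = 0.00282) and Plxnd1 at 1.35 (standard error 0.21, adjusted p = 0.00894). When only these groups were fitted, Plxnd1 (adjusted p = 0.0901) and the other 2, Kdr (0.197) and Mmp14 (0.0901), missed the threshold.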

### Jag1 enhanced haematopoietic gene expression

The EHT process involves the acquisition of a haematopoietic transcriptional programme that was not detected as differentially regulated in our microarray analysis. Thus, we specifically determined the expression levels of particular haematopoietic genes in the Kit− and Kit+ AGM cell populations, and in comparison with the Jag1-incubated Kit− cells (Fig. 3b). 

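Of 39 haematopoietic genes, 0 were higher and 1 lower in Kit−J than in Kit− over all genes tested by limma. The same count held when adjusted over the list alone (median 0.26, camera adjusted p = 0.80). The median was 0.0221 without Kit−J replicate 2, 0.359 without Kit−J replicate 1 and 0.0833 with the fixed replicate block. Kit had a log2 fold change of 0.58 (standard error 0.29, adjusted p = 0.399), the transcription factor genes Runx1 and Gata2 of 0.55 (standard error 0.58, adjusted p = 0.705) and 0.37 (standard error 0.36, adjusted p = 0.682), and Itga2b, which encodes CD41, of 0.03 (standard error 0.46, adjusted p = 0.985). The value of Itga2b turned to −0.11 without Kit− replicate 1 and to −0.06 without Kit−J replicate 1. In Kit+ against Kit− cells 4 genes of the list were higher and 1 lower (median 0.21, camera adjusted p = 0.233). Kit rose by 1.30 (standard error 0.26, adjusted p = 0.00936; adjusted p = 0.067 after housekeeping scaling) and Myb, a transcription factor of blood progenitors, by 1.91 (standard error 0.47, adjusted p = 0.0373), and the others were Cd27 and Hlf. Myb was called without Kit− replicate 2 alone (adjusted p = 0.0906 to 0.137 without each other array), and Cd27 and Hlf missed the threshold without 5 of the 6 arrays in turn. Runx1 (0.39, adjusted p = 0.846), Gata2 (0.63, adjusted p = 0.447) and Itga2b (−0.26, adjusted p = 0.872) were not called in Kit+ cells. As a whole the list did not part Kit+ from Kit− cells. Ptprc, which encodes CD45, was already at 8.12 to 9.195 on the Kit− arrays. The lack of higher genes in Kit−J therefore cannot exclude a haematopoietic change. Between Kit−J and Kit−D, Kit (1.2, standard error 0.29, adjusted p = 0.0202) and Myb (2.29, standard error 0.52, adjusted p = 0.0153) were higher in Kit−J and Mecom and Lmo2 lower (median 0.56, camera adjusted p = 0.0819; 0.00315 without Kit−J replicate 1 and 0.0054 without Kit−D replicate 1). Kit missed the threshold there without Kit−J replicate 1 (adjusted p = 0.252) or Kit−D replicate 2 (0.0701), and Myb without Kit−J replicate 2 (0.104) or Kit−D replicate 3 (0.0597). Both missed it when only these groups were fitted (0.0897 and 0.0505). In Kit−D against Kit− 0 of the 39 genes were called (median −0.49, camera adjusted p = 0.0156, adjusted p = 0.0921 and 0.159 without Kit−D replicates 2 and 3, adjusted p = 0.721 with an estimated correlation), on arrays whose myeloid markers varied between replicates.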

We detected a remarkable upregulation of *Kit*, *CD41*, *Runx1* and *Gata2* expression in E10.5 or E11.5 Kit− AGM cells exposed to Jag1 (Fig. 3b and Supplementary Fig. 4b), expected from cells undergoing haematopoietic commitment. Taken together, our results suggest that Jag1 promotes the EHT process through both the downregulation of the endothelial signature and the activation of the haematopoietic-specific transcription.

### Jag1 is required to inhibit the endothelial signature in EHT

*Jag1*−/− embryos die around E11 with impaired definitive haematopoietic development^7^. A detailed analysis of the subpopulations present in the *Jag1*−/− AGM at E10.5 identified an increase in the number of endothelial-like cells (CD31^+^Kit^−^CD45^−^), but also CD31^+^Kit^+^CD45^−^ haematopoietic precursors, associated with a decline in the number of CD45+ cells (Fig. 4a). Immunofluorescence analysis of AGM sections confirmed the presence of Kit+ cells in the *Jag1*−/− embryos; however, both the total number and the morphology of these haematopoietic-like clusters were severely affected (Fig. 4b–d). Specifically, Jag1-deficient Kit+ cells were distributed as single cells along the aortic endothelium or aggregate in clusters that do not evaginate into the aortic lumen, thus invading the mesenchymal tissue underneath the endothelial layer instead (Fig. 4b). To characterize the haematopoietic defects in Jag1−/− embryos at the molecular level, we sorted E10-5 AGM CD31^+^Kit^−^CD45^−^ (Kit−) and CD31^+^Kit^+^CD45^−^ (Kit+) cells from *Jag1+/+* and Jag1−/− embryos, obtained the total RNA from each population and compared their gene transcriptional patterns using qRT–PCR. Our results showed that *Jag1*−/− embryos have a prominent upregulation of the endothelial-related signature both in the Kit+ and Kit− populations compared with *Jag1*+/+ (Fig. 4e, Supplementary Fig. 5a). More importantly, comparison of Kit+ and Kit− populations demonstrated that *Jag1*−/− cells maintain a consistent endothelial signature during the Kit− to Kit+ transition (Fig. 4f). Further evidence for this endothelialization of the Kit+ cell population in the *Jag1*−/− embryos is provided by the observed decrease in the expression of C-Kit and *Runx1* when compared with Jag1+/+ littermates (Supplementary Fig. 5b).

Because HSCs are known to reside inside the Kit^+^CD45^+^ population, which is still present in the *Jag1*−/− embryos (not shown), we functionally measured the frequency of haematopoietic progenitors (CFUs-S_11_) and HSCs in these mutant embryos compared with *Jag1+/+* littermates. We established E10 AGM explant cultures from *Jag1*+/+, *Jag1*+/− and *Jag*1−/− embryos and, after 72 h, cells were injected into lethally irradiated mice. On day 11 post transplantation, we found that *Jag1*−/− AGM-injected mice contained a very low number of colonies in the spleen (colony-forming units in spleen, CFU-S_11_) that was comparable to the non-injected/irradiated controls. The number of these colonies was increased up to eightfold in the animals injected with wild-type AGM explant cells (Fig. 4g). To determine the HSC activity, β-actin-GFP;*Jag1*+/+, β-actin-GFP;*Jag1*+/− or β-actin-GFP;*Jag*1−/− AGM explants (from E10 to 10.5 embryos) and transplanted (together with 5 × 10^5^ spleen supporting cells) into lethally irradiated recipients. Donor engraftment was analysed by the presence of GFP at 1 and 4 months after transplantation. We found that 14 out of 23 *Jag1* +/+ or +/− embryos contained long-term multilineage reconstitution activity (engraftment >1% GFP+ cells), whereas we did not detect any HSC activity in the animals transplanted with the *Jag1*−/− AGMs (Fig. 4h).

### Jag1 outcompetes Dll4 signals between AGM cells

Indicating that Jag1 was important to provide a low Notch signal activity in the embryonic haematopoietic precursors, we found that *Hey2*, *EfnB2* and *Ccnd1* (well-known targets of Notch signalling) were markedly downregulated in the Kit− cells exposed to the Jag1-expressing stroma (Fig. 5a,b), while nonsignificant changes in the transcription of these genes were detected in Kit− cells exposed to Dll4 compared with the original kit− population (*P*>0.05). 

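Hey2, a transcriptional repressor induced by Notch, was lower in Kit−J than in Kit− by −1.85 (standard error 0.24, adjusted p = 0.000653 from limma). It lay at 3.686 and 3.607 on the Kit−J arrays, near the floor of the array, so the size of its fall is uncertain. Efnb2, the arterial ligand ephrin B2, differed by −1.95 (standard error 0.28, adjusted p = 0.00175) and Ccnd1, cyclin D1, by −2.10 (standard error 0.31, adjusted p = 0.0018; adjusted p = 0.0553 without Kit−J replicate 1). In Kit−D against Kit− none of the 3 was called: Hey2 had a log2 fold change of −0.78 (standard error 0.21, adjusted p = 0.159; adjusted p = 0.0321 with array weights), Efnb2 of 0.34 (standard error 0.25, adjusted p = 0.683) and Ccnd1 of 0.49 (standard error 0.28, adjusted p = 0.548). Compared directly, Efnb2 (−2.28, standard error 0.28, adjusted p = 0.000192) and Ccnd1 (−2.59, standard error 0.31, adjusted p = 0.000147) were lower in Kit−J than in Kit−D without any 1 array, and Hey2 by −1.07 (standard error 0.24, adjusted p = 0.0131; 0.087 without Kit−J replicate 1, 0.0544 without Kit−D replicate 3 and 0.13 after housekeeping scaling). Hes1, a Notch target of many tissues, had a log2 fold change of −0.12 in Kit−J (adjusted p = 0.91), with 1 Kit−J array above and 1 below the Kit− arrays, and of 1.63 in Kit−D (standard error 0.32, adjusted p = 0.0539; adjusted p = 0.0466 when only these groups were fitted). It was lower in Kit−J than in Kit−D by −1.75 (standard error 0.35, adjusted p = 0.00755; adjusted p = 0.161 without Kit−J replicate 1 and 0.0551 when only these groups were fitted). The ligand genes Jag1 (−0.89, adjusted p = 0.326) and Dll4 (−0.69, adjusted p = 0.246) and the receptor genes Notch1 (−0.24, adjusted p = 0.707) and Notch4 (−0.59, adjusted p = 0.33) did not pass the test in Kit−J. Of the 22 Notch pathway elements of Fig. 5a, 21 were measured, and the same 3 genes were lower in Kit−J, with 0 higher, also when adjusted over the list alone (median −0.24, camera adjusted p = 0.000462, adjusted p = 0.051 with an estimated correlation). The study shows this list for these arrays, so it is not independent evidence. From lower Hey2, Efnb2 and Ccnd1 on its arrays and in qRT-PCR, the paper reasons that Jag1 provides a low Notch signal to the precursors.

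**Figure D3:**
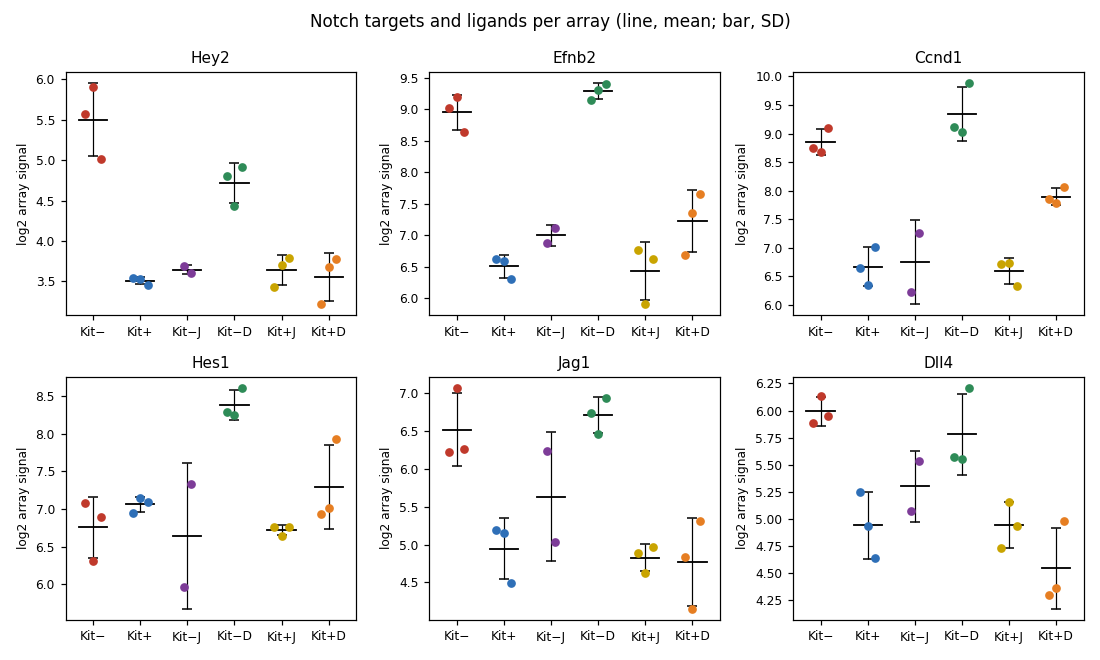
Log2 array signal of Hey2, Efnb2, Ccnd1, Hes1, Jag1 and Dll4 on each of the 17 arrays by group; points are arrays, lines group means and bars SD. Hey2, Efnb2 and Ccnd1 lie lower on both Kit−J arrays than on every Kit− array, while the 2 Kit−J arrays of Hes1 lie apart.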

Because most Kit− cells expressed both Dll4 and Jag1, we speculated that Jag1 presented by OP9 cells produces a low Notch signal while outcompeting Dll4-mediated signalling originated from adjacent Kit− cells. In agreement with this possibility, the expression levels of several Notch-target genes were significantly upregulated in the aortic endothelium of Jag1−/− embryos (Fig. 5c) and we detected high Notch activity in multiple areas around the AGM aorta of the Jag1−/− embryos, as determined using immunofluorescence with the antibody recognizing the active form of Notch (ICN1; Fig. 5d). To further investigate whether Jag1 negatively regulates the endothelial programme by competing with Dll4-mediated Notch1 signalling, we evaluated the effect of anti-Dll4 and anti-Jag1-blocking antibodies on the *in vitro* generation of haematopoietic cells from E10.5 AGMs CD31^+^CD45^−^ progenitors (Fig. 6a). After 7 days of culture, anti-Dll4 treatment significantly increased the number of haematopoietic CD31^+^Kit^+^CD45^−^ precursors and CD31^+^Kit^+^CD45^+^ progenitors relative to the IgG control (Fig. 6b,c). Conversely, blocking Jag1 ligand had an inhibitory effect on the generation of these same cell populations (Fig. 6b,c). We next tested the capacity of *in vitro*-generated cells to form functional haematopoietic precursors in the methylcellulose colony-forming assay. We found that, whereas anti-Dll4 treatment increased the number of colony-forming cells in these cultures, anti-Jag1 treatment significantly reduced their colony-forming activity, relative to the controls (Fig. 6c). We therefore evaluated the effects of a transient block of the Dll4 signal in the Kit− population *in vivo* (CFU-S_11_ assay). We incubated Kit− sorted cells for 5 h in the presence of the anti-Dll4 antibody or irrelevant human Ig (as a control) and injected them to sublethally irradiated SCID-BEIJE mice (Fig. 6d). Analysis of the spleens 11 days after injection revealed that animals transplanted with control-treated Kit− cells contained a number of colonies comparable to the uninjected, irradiated control mice. In contrast, we consistently found an increase in the number of spleen colonies in the animals injected with Kit− cells incubated with the anti-Dll4 antibody (Fig. 6e). Moreover, we detected a significant downregulation of the endothelial programme in the Kit− cells incubated with anti-Dll4 for 5 h when compared with the control Kit− cells (Fig. 6f; analogous to the effect observed in the AGM cells incubated on OP9-Jag1, see Fig. 2e–g). These results are consistent with the hypothesis that Jag1 outcompetes Dll4 for binding to the receptor but elicits a weaker activation of Notch1 in the endothelial cells of the AGM.

Altogether, our results indicate that Dll4-induced Notch1 activity is required to specify the arterial programme, while Jag1-induced Notch activity and the subsequent (or concomitant) downregulation of the Dll4-mediated signalling are both required for generating HSC in the embryo. The N1IP::Cre mice data indicate that endothelial and haematopoietic specification associates with a differential Notch signal strength, and we propose that regulation of the correct Notch1 signal strength during embryonic development is achieved by the competition between Dll4 and Jag1 ligands.

## Discussion

Understanding the complex regulatory signals that govern the generation of HSC is clinically relevant for regenerative medicine applications.

In the present study we particularly focused on the regulation and contribution of the Notch pathway during HSC specification in the mouse embryo. We had previously demonstrated that Notch1 activation through the Jag1 ligand was required for the expression of the haematopoietic programme^21^. However, analysis of the Notch1 reporter N1IP::Cre^LO^ (ref. 17) indicated that the haematopoietic lineage was not labelled, and therefore we deduced that the aortic endothelial cells receiving high levels of Notch signal did not produce HSC. Our newly engineered N1IP::Cre^HI^ reporter labelled cells in both the arterial and haematopoietic systems, suggesting that in the dorsal aorta endothelial cells with low Notch1 activity (labelled in the N1IP::Cre^HI^ but not in the N1IP::Cre^LO^) sort out from the ones with high Notch activity (labelled in both lines) to become haematopoietic precursors. Of note that the N1IP::Cre^HI^ activity (as reported by YFP positivity) is detected earlier in development and more intense in the dorsal aorta, and subsequently only the N1IP::Cre^HI^ displays positive cells in the haematopoietic clusters. Our explanation is that the haemogenic endothelium differs from endothelial cells in the magnitude of Notch activity, which will never reach the levels required to induce the N1IP::Cre^LO^ reporter. Alternatively, there is a common precursor that is specified to the arterial or haemogenic lineage during the period in between N1IP::Cre^HI^ and N1IP::Cre^LO^ induction (as detected by YFP).

Analysis of N1IP::Cre^HI^ HSC indicated that YFP+ cells contain bona fide HSCs in fetal liver and bone marrow; however, some long-term repopulating activity is also found in the YFP− population that may have escaped recombination. However, YFP− cells do not show secondary engraftment, strongly suggesting that it correspond to a qualitatively different type of HSCs.

It has been shown that Notch ligands can deliver different Notch signal strengths^20^,^22^. Jag1 and Dll4 ligands are expressed in the embryonic aorta and both can activate the Notch1 receptor. Deletion of either ligand results in distinct endothelial/haematopoietic phenotypes, highlighting a functional difference between the ligands: Dll4 deletion results in an arterialization defect^10^,^12^,^13^, whereas Jag1 deletion specifically affects the establishment of definitive haematopoiesis (ref. 7 and this work).

We combine all available data with our analysis to propose how the balance between Notch1-Dll4 and Notch1-Jag1 signalling guarantees the correct establishment of the endothelial and haematopoietic cell fates in the AGM. Our data indicate that the lack of Jag1 ligand results in higher Notch activity in the aortic endothelium of the AGM, which enhanced endothelial fates at the expense of HSC formation. This observation supports existing models in which Dll4-Notch1 signals maintain the endothelial/arterial programme. We hypothesize that precursor haemogenic cells responding to Jag1 attenuate/inhibit the strong Dll4-Notch1 signal, replacing it with a productive low Notch1 signal necessary and sufficient to activate haematopoietic genes, such as *Gata2* (ref. 21), but not to activate the endothelial programme. In addition, we found that Jag1 induced the transcriptional activation of several microRNAs (GSE59344) that may contribute to the active repression of the endothelial programme, a possibility that we are currently investigating. 

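The arrays hold probe sets for 300 genes named as microRNAs, which measure the gene's primary or precursor transcript and not a mature arm; the symbols include 2 host genes. In Kit−J against Kit−, Mir34a was higher (0.60, standard error 0.13, adjusted p = 0.0266 from limma) and Mir677 lower (−2.54, standard error 0.62, adjusted p = 0.0477). Mir34a had mean log2 signals of 3.67 ± 0.0356 (SD, n = 2) in Kit−J and 3.07 ± 0.125 (n = 3) in Kit−, near the floor of the array. When adjusted over the list alone, 0 were higher and 0 lower. At an unadjusted p under 0.05, 36 were higher and 2 lower, and the median of the 300 was 0.18. In Kit−J against Kit−D 14 were higher and 0 lower (9 over the list alone; median 0.29), among them Mir449a (0.90, standard error 0.18, adjusted p = 0.00702), Mir129-2 (0.88, standard error 0.19, adjusted p = 0.0115) and Mir100 (0.84, standard error 0.19, adjusted p = 0.0127). These 3 missed the threshold without Kit−J replicate 1, when only these groups were fitted (adjusted p from 0.0562 to 0.0776) and after housekeeping scaling (from 0.101 to 0.197). Mir34a was not called without any 1 of the 5 arrays compared (adjusted p from 0.0522 to 0.146) or after housekeeping scaling (adjusted p = 0.444). Mir677 was called without Kit− replicate 1 but not without any other single array (adjusted p from 0.0872 to 0.308). The number of microRNAs called was 1, 0 and 0 without Kit− replicates 1, 2 and 3 and 13 without Kit−J replicate 2.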

The requirement of a Jag1-dependent productive Notch signal for haematopoietic specification is further supported by the fact that treatment of AGM cells with anti-Jag1-blocking antibody prevents production of haematopoietic progeny similar to γ-secretase inhibition^7^. Finally, although our results obtained in the OP9-Jag1 co-culture experiments are compatible with Jag1 delivering a proliferation signal on the kit+ population, the fact that culture conditions are optimized for haematopoietic cell growth precluded to obtain any conclusion about target-cell specificity. Moreover, these effects of Jag1 on cell proliferation are not supported by gene expression analysis on the kit+J population.

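Of 34 cell cycle and proliferation genes, fixed before the data were examined, 0 were called in Kit+J against Kit+, and 0 when adjusted over the list alone (median log2 fold change 0.06, camera adjusted p = 0.362; limma over 19937 genes found 4 genes changed in this comparison, none of them on the list). The list's median ran from −0.00404 (without Kit+J replicate 1) to 0.16 (adjusted p = 0.0117, without Kit+J replicate 2). Of 39 haematopoietic genes 0 were called (median −0.40, camera adjusted p = 7.13e-05, adjusted p = 0.873 with an estimated correlation). The 24 germ cell markers had a median of 0.17 (camera adjusted p = 0.356), with 0 called. In Kit+D against Kit−D, a comparison of populations and not of ligands, 18 of the 34 cell cycle genes were higher and 0 lower (22 higher and 1 lower when adjusted over the list alone; median 0.58, camera adjusted p = 2.31e-08, adjusted p = 0.0707 with an estimated correlation). On the same arrays 11 of 24 germ cell markers were higher (median 1.85, camera adjusted p = 1.85e-08, adjusted p = 0.267 with an estimated correlation). From the arrays of Kit+J cells the paper states that an effect of Jag1 on proliferation has no support in gene expression.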

Antagonistic interactions between Jagged and Delta ligands to attenuate Notch signalling have been previously proposed for angiogenic sprouting^23^ or prosensory specification in the inner ear^22^. In the vascular network of the retina, Jag1 antagonizes strong Dll4-Notch1 signalling in a stalk cell to promote the tip fate that requires a weak/no Notch1 signal. Fringe enhances the ability of Notch1 to respond to Dll4 while lowering activation by Jag1 in the tip and the developing inner ear^22^,^24^. Fringe is likely to be involved in EHT; however, the specific role of fringe in HSC development has not been addressed yet.

Lines of evidence in different organisms support the model known as *Cis*-inhibition, in which activation of Notch by a ligand expressed in a neighbouring cell (sending cell) is prevented by the ligands that are co-expressed with Notch in the receiving cell^25^,^26^,^27^,^28^,^29^. Our observation that endothelial genes in Kit− cells are repressed by incubation with OP9-Jag1 (signal in *trans*) points against a pure *cis*-inhibitory model, thus suggesting the existence of a *trans*-inhibition mechanism.

The importance of Jag1 signal in the maintenance of the haematopoietic identity was previously demonstrated in the *Jag1*−/− mice^7^; however, a precise analysis of the haemogenic and HSC subpopulations in these animals was lacking. We now show that Kit+ cells are produced in Jag1-deficient aortas in a similar frequency as the wild type; however, mutant cells fail to downregulate the endothelial programme, are not properly localized in the emerging clusters and show a subaortic mesenchymal localization.

In summary, our study identifies a novel two-step process in the specification of definitive HSC by Jag1 during mammalian embryonic development. First, Jag1 must protect the progenitors from Dll4 signals, which leads to downregulation of the endothelial signature. Second, Jag1 signals are required for endothelial-to-haematopoietic transition in the haemogenic endothelium, and for the acquisition of the haematopoietic phenotype. This knowledge has great importance for the future design of protocols for *in vitro* generation of HSCs, which is a relevant issue in regenerative medicine, in particular for producing cells suitable for transplantation in patients without compatible blood donors.

## Methods

### Animals

CD1, C57BL/6 J wild-type, B6.SJL-Ptprca Pep3b/BoyJ, SCID-Beige mice (Charles River Laboratories), Jag1−/− (ref. 30), β-actin-GFP (ref. 31) and ROSA^eYFP^ (ref. 32) N1IP::Cre^LO^ (ref. 17) and N1IP::Cre^HI^ (ref. 19) strains were used. Animals were kept under pathogen-free conditions, and all procedures were approved by the Animal Care Committee of the Parc de Recerca Biomedica de Barcelona (regulation of Generalitat de Catalunya). Embryos were obtained from timed pregnant females and staged by somite counting: E10.5 (31–40 sp) E11.5 (43–48 sp). The detection of the vaginal plug was designated as day 0.5. Mice and embryos were genotyped using PCR when justified.

### OP9 cell culture and stromal-free culture of AGM-derived sorted cells

OP9 stromal cell lines overexpressing Jag1 or Dll4 ligands^33^ were maintained in α-minimum essential medium (Gibco, Life Technologies) supplemented with 20% fetal bovine serum (FBS) and 1% penicillin/streptomycin and were incubated at 37 °C in a humidified atmosphere with 5% CO_2_. Cells were plated at 1.5 × 10^4^ cells cm^−2^ 24 h before experiment.

Sorted cells were plated in Iscoves medium (Gibco, Life Technologies) supplemented with 10% inactivated FBS, 10 ng ml^−1^ interleukin (IL)-3, 10 ng ml^−1^ stem cell factor (SCF), 20 ng ml^−1^ IL-6, 10 ng ml^−1^ insulin-like growth factor-1 (IGF-1), 10 ng ml^−1^ fibroblast growth factor-basic (FGF-B), 10 ng ml^−1^ vascular endothelial growth factor (VEGF), 2 U ml^−1^ erythropoietin, 4.5 × 10^−4^ M monothioglycerol, 10 μg ml^−1^ Heparin and 50 ng ml^−1^ bovine pituitary extract.

Cells were incubated for 2, 5 h or 7 days depending on experiment. Incubation with 1 μg ml^−1^ of blocking anti-Jag1 N-17 (sc-34473, Santa Cruz Biotechnology), 5 μg ml^−1^ of blocking anti-Dll4 (Genentech) or with the Ig mock controls at the correspondent concentration (irrelevant Goat IgG, Sigma I9140 or Goat Anti-Human Ig, Southern Biotech 2010-01, respectively).

### Haematopoietic progenitor assay

On culture, AGM-derived cells were harvested and seeded in duplicates in Methocult M-3434 semi-solid medium (Stem Cell Technologies). Cells were incubated at 37 °C with 5% CO_2_ and colony-forming units were counted after 5 days.

### CFU-S_11_

AGM-derived cells on culture were harvested and washed with PBS. Cells were resuspended in 330 μl per sample and injected intravenously into adult sublethally irradiated (3 Gy) C57BL/6J wild-type or SCID-Beige recipients (Figs 4 and 6, respectively). After 11 days, the animals were killed and the presence of macroscopic haematopoietic colonies in the spleen was scored under a stereoscope (KL200 LED; Leica).

### Single-cell suspensions and antibody staining

AGMs were dissected from embryos at E10.5 or E11.5, incubated for 20 min at 37 °C in 0.12% collagenase (Sigma-Aldrich) in PBS+10% FCS and dissociated by pipetting to single-cell suspensions. Cultured cells or primary cells were washed with PBS+10% FBS before antibody staining. Antibody staining was performed in PBS supplemented with 10% FCS in the dark, at room temperature for 15 min, or carried out on ice for 30 min. The antibodies CD45-PeCy7, CD45-FITC, Ter119-PeCy7, CD31-PE and Kit-APC were purchased from BD Biosciences. Dead cells were excluded using Hoechst 33258 (Invitrogen) or 4,6-diamidino-2-phenylindole (DAPI; Invitrogen).

### Flow cytometry and cell sorting

Flow cytometry analysis was performed on FACSCalibur (BD Biosciences) or LSRII (BD Biosciences). Cell sorting was performed on FACSVantage (70-μm nozzle), FACSAria (85-μm nozzle) or Influx (100-μm nozzle; all BD Biosciences). The data were analysed with the FlowJo software (Tree Star) or FACSDiva software (BD Biosciences). Sorted cells were collected either in medium or Qiagen RLT buffer (for culture or mRNA extraction, respectively). When possible, cells were analysed for sorting purity; neither Kit^+^ nor CD45^+^ cell contamination was detected in Kit− population.

### cDNA amplification and quantitative RT–PCR

Total RNA was extracted using the RNeasy Mini Kit (Qiagen). cDNA was obtained with RT First Strand cDNA Synthesis (GE Healthcare) according to the manufacturer's instructions. cDNA was pre-amplified before qRT–PCR reaction using TaqMan PreAmp Master Mix Kit (Applied Biosystems) according to the manufacturer's instructions. The primers used for pre-amplification and qRT–PCR are listed in Supplementary Table 1.

### Microarray analysis

For microarray study, AGM regions were obtained from E11.5 mouse embryos, digested with 0.1% collagenase and single-cell suspension stained with anti-Ter119, anti-CD45 and anti-CD31. The CD31^+^CD45^−^Ter119^−^ population was sorted in Iscoves-based medium and seeded on OP9-Jag1 or OP9-Dll4 stromal cells for 2 h, as described above. After 2 h, cells from each of the culture conditions were re-stained with anti-CD45, anti-CD31 and anti-Kit, and CD31^+^Kit^−^CD45^−^ and CD31^+^Kit^+^CD45^−^ directly recovered in RLT buffer (Qiagen). Total RNA from three independent sorting experiments was extracted using RNeasy midi or mini Kit (Qiagen) and was assessed using Bioanalyzer 2100 (Agilent Technologies, Palo Alto, CA). Only samples with high integrity (RNA integrity number>7) were subsequently used in microarray experiments. Microarray expression profiles were obtained using the Affymetrix GeneChip Mouse Gene 1.0 ST array (Affymetrix, Santa Clara, CA) and the GCS3000 Affymetrix platform. Briefly, 4.8 ng of total RNA from each sample was amplified using the Ovation Pico WTA System (NuGEN Technologies, San Carlos, CA) and sense transcript cDNA (ST-cDNA) was generated using the WT-Ovation Exon Module (NuGEN Technologies). After, ST-cDNA was fragmented and labelled with the FL-Ovation cDNA Biotin Module V2 (NuGEN Technologies), and the biotinylated cDNA was hybridized to Affymetrix GeneChip Mouse Gene 1.0 ST arrays. Following hybridization, the array was washed and stained, and finally scanned to generate CEL files for each array. Quality metrics on microarray data sets was performed with QualityMetrics 3.14.0 under R version 2.15.2 (2012-10-26). Data have been submitted to GEO (GSE59344; link for reviewers: http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?token=uhoneeaifnczpmn&acc=GSE59344). Microarray profiles of endothelial population CD31^+^Kit^−^CD45^−^Ter119^−^ and cluster-containing population CD31^+^Kit^+^CD45^−^Ter119^−^ directly sorted from freshly treated AGMSs were obtained elsewhere^34^ and data previously submitted as GSE35395.

### Computational analysis

Hierarchical clustering was performed using Euclidean distance algorithm on median-centred expression value of the genes set that pass the filter of s.d.⩾1. Clustering, heatmap generation and calculation were performed using the programme Genesis^35^. Principle component analysis was performed using Bioconductor^36^ package arrayQualityMetrics^37^.

### Immunostaining

For tissue-section immunostainings, embryos were fixed overnight in 4% paraformaldehyde (Sigma-Aldrich) at 4 °C, included in paraffin or Optimal Cutting Temperature (OCT) (Tissue-Tek, Sakura) and sectioned at 8 μm. Primary antigen retrieval of paraffin-embedded embryos was performed in 10 mM sodium citrate pH 6, 20 min in autoclave. On peroxidase exhaustion (3% H_2_O_2_), slides were incubated in blocking solution (3% BSA, 20 mM MgCl_2_, 0.3% Tween20 and 5% FBS in PBS). Primary antibodies were used at the following concentrations: anti-Jag1 1:400 (sc-6011-Santa Cruz), anti-Dll4 1:3000 (ab7280-Abcam), anti-ICN1 1:100 (α-N1Icv monoclonal antibody Cell signaling #4147S) and developed using horseradish peroxidase (HRP)-conjugated specific secondary antibody ((1:200, Dako) or non-diluted HRP-conjugated universal secondary antibody reagent or secondary EnVision+System-HRP Labelled Polymer Anti-Rabbit (Dako) and tyramide amplification system TSA (PerkinElmer).

OCT-embedded embryos were fixed with −20 °C methanol for 15 min and block-permeabilized in 10% FBS, 0.3% Surfact-AmpsX100 (Pierce) and 5% non-fat milk in PBS for 90 min at 4 °C. Anti-Kit 1:50 (BD 553356) and signal developed using HRP-conjugated specific secondary antibody (Dako) and tyramide amplification system TSA (PerkinElmer). On a step of endogenous biotin blocking (Endogenous Avidin+Biotin Blocking System, ab3387 abcam), CD31 detection with biotinylated anti-CD31 1:500 (BD 553371) followed by incubation with secondary streptavidin Alexa Red 555-conjugated antibody 1:500 (BD 32355).

For sorted cell immunostaining, 2,000 endothelial cells (CD31^+^Kit^−^CD45^−^Ter119^−^) from E11.5 embryos were directly sorted on pre-treated slides and fixed for 40 min on ice in 4% paraformaldehyde. Primary antibodies anti-Jag1 1:400 (sc-6011-Santa Cruz) and anti-Dll4 1:3,000 (ab7280-Abcam) incubation and detection was achieved with specific secondary Alexa 1:500 (A-11056 Alexa Fluor 546 or A-21206 Alexa Fluor 488 (Invitrogen Molecular Probes), respectively.

Whole-mount immunostainings were achieved as detailed in ref. 38. Briefly, embryos were fixed for 20 min on ice in 2% paraformaldehyde, dehydrated in methanol and trimmed. On transference into scintillation vials containing 100% methanol, embryos were rehydrated and blocked with BSA/PBS-MT solution on ice for 1 h. Primary antibodies were used at the following concentrations: anti-Kit 1:500 (eBioscience 14-1171-81), anti-Jag1 1:50 (Santa Cruz sc-6011), anti-Dll4 1:500 (Abcam ab7280) and biotinylated anti-CD31 1:500 (BD 553371). Detection was achieved with secondary Alexa 1:500 (A-21206 Alexa Fluor 488, A-21247 Alexa 647, Invitrogen Molecular Probes) or streptavidin Alexa Red 555-conjugated antibody 1:500 (BD 32355). Vectashield medium plus DAPI (Vector) was used for mounting and nuclear staining. All immunostainings were analysed in a fluorescence microscope (Olympus BX61), and images were taken in a confocal microscope (Leica SP5; lasers of 488-, 561- and 633-nm wavelengths). Fiji imaging and Photoshop were used for final image processing.

## Additional information

**Accession codes:** Microarray data have been deposited in the GEO database under accession codes GSE59344 and GSE35395.

**How to cite this article:** Gama-Norton, L. *et al*. Notch signal strength controls cell fate in the haemogenic endothelium. *Nat. Commun.* 6:8510 doi: 10.1038/ncomms9510 (2015).

## Supplementary Material

Supplementary Information Supplementary Figures 1-5 and Supplementary Tables 1-3

## Figures and Tables

**Figure 1:**
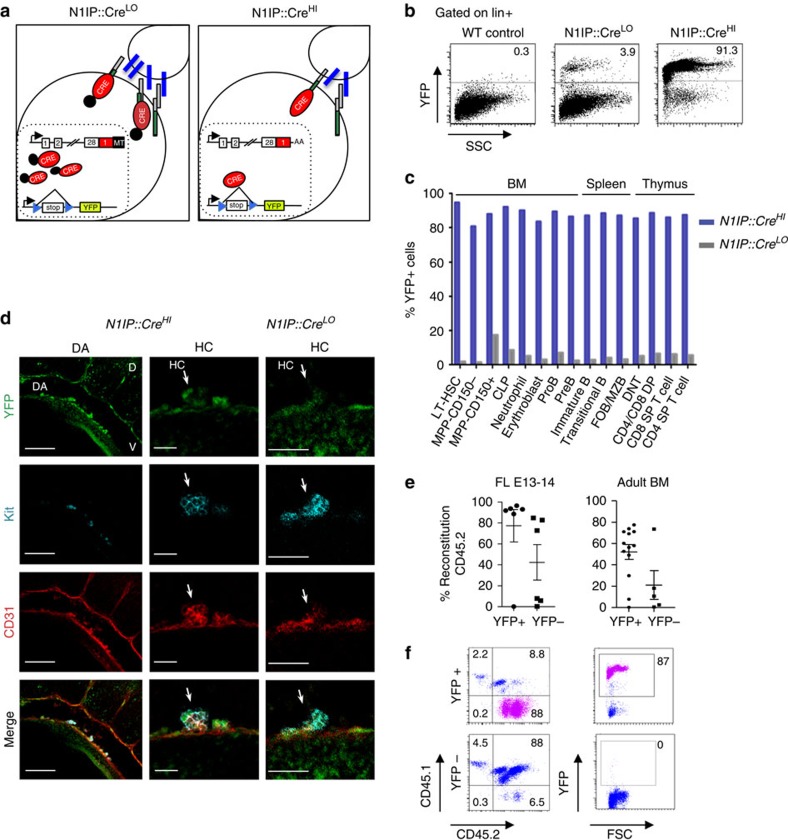
Haematopoietic and arterial specification requires different levels of Notch1 activity. (**a**) Schematic representation of Notch activation history mouse reporters by replacing the intracellular domain of mouse Notch1 with low sensitivity (N1IP::Cre^LO^) and high sensitivity (N1IP::Cre^HI^) Cre-recombinase. Reporter activation of N1IP::Cre^LO^ requires a high threshold of Notch activity, while N1IP::Cre^HI^ is induced in response to low or high Notch activity. (**b**) Flow cytometry analysis of peripheral blood of adult mice. Cells were stained with Lineage (lin) markers (CD3, B220, Gr1, Mac1 and Ter119) gated on lin+ cells. Numbers indicate the percentage of YPF+ cells. (**c**) Graph represents the percentage of YFP+ cells within haematopoietic cell types in the bone marrow (BM), spleen and thymus of N1IP::Cre^LO^ (grey bars) and N1IP::Cre^HI^ (blue bars) as detected using flow cytometry. (**d**) Representative confocal images of three-dimensional whole-mount immunostaining in N1IP::Cre^HI^ and N1IP::Cre^LO^ embryos (E10.5) detecting YFP (green), c-Kit (cyan) and CD31 (red). General view of the dorsal aorta (left panel) and details of haematopoietic cluster (right panels). White arrows indicate cluster structures. D, dorsal; DA, dorsal aorta, HC, haematopoietic cluster; V, ventral. Scale bars, 100 μm for DA, 25 μm for HC in N1IP::Cre^HI^ and 50 μm in N1IP::Cre^Low^. See also Supplementary Fig. 1. (**e**,**f**) Graphs show the percentage of reconstituted cells in animals transplanted with YFP+ and YFP− fractions of E13-14 fetal liver and BM at 4-month post-transplantation (**e**). Representative dot plots from analysis (**f**). Donor CD45.2 N1IP::Cre^HI^ cell fractions together with 500,000 supporting CD45.1 spleen cells were transplanted into CD45.1/CD45.2 chimeras.

**Figure 2:**
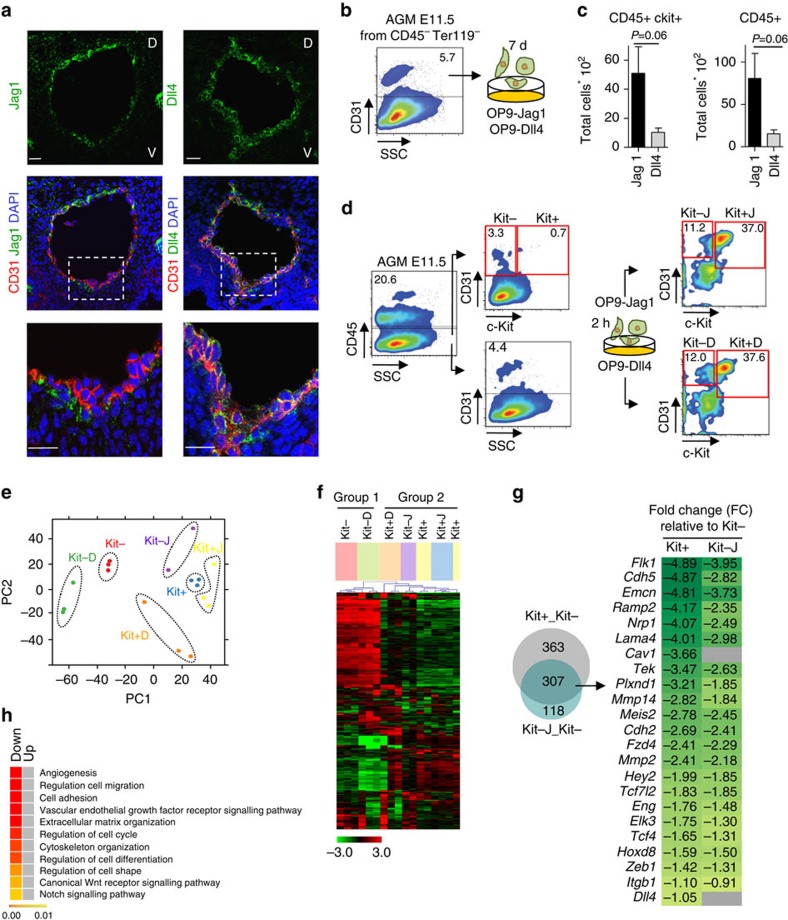
Expression of Jag1 and Dll4 ligands in the embryonic dorsal aorta. (**a**) Representative confocal images of E10.5 embryo transverse section with CD31 (red) and Jag1 (green, left) and Dll4 (green, right). Details of ventral part (lower panels) corresponding to boxed areas. Scale bars, 25 μm. Nuclear staining with 4,6-diamidino-2-phenylindole is shown (D, dorsal; V, ventral). (**b**) Experimental design to test the effects of OP9-Jag1 and OP9-Dll4 on purified CD31^+^CD45^−^Ter119^−^ AGM cells after 7 days of culture. (**c**) Quantification of haematopoietic lineage generated from CD31^+^CD45^−^Ter119^−^ AGM cells on culture on OP9-Jag1 or OP9-Dll4. Bars represent the total number of cells on 7-day culture; *n*=4 or more samples of at least two independent experiments. s.e.m. is represented. *P* value for *t*-test is indicated. (**d**) Schematic representation for purification of E11.5 AGM CD31^+^Kit^−^CD45^−^Ter119^−^ and CD31^+^Kit^+^CD45^−^Ter119^−^ (Kit− and Kit+). In parallel, CD31^+^CD45^−^Ter119^−^ cells were incubated for 2 h in OP9-Jag1 or OP9-Dll4. Cells were resorted on the basis of Kit expression (Kit−J and Kit+J or Kit−D and Kit+D). (**e**) Principal component analysis (PCA) of global gene expression profiles of samples included in the study. Each dot of the same colour represents arrays from replicates of the same sample. Dotted lines arbitrarily reunite replicates of a specific condition. (**f**) Unsupervised hierarchy clustering of transcriptional profiles from selected cell populations. (**g**) Venn diagram displaying the number of genes differentially expressed in cluster-containing versus endothelial populations (Kit+_Kit−) and/or in endothelial population after versus before incubation on OP9-Jag1 (Kit−J_Kit−). Fold change expression levels from MicroArray analysis of 23 angiogenic-related genes are listed. Green-colour grade represents the range of fold change (FC) values on Kit+ or Kit−J populations compared with Kit− cells. All FC values represent statistically significant differences on gene expression (*P* value-adjusted<0.05). Grey cells represent genes in which FC is not statistically significant. (**h**) Biological process enrichment analysis of genes differentially expressed in Kit−J_Kit− and Kit+_Kit− comparisons. Only selected GO terms are presented, and all significant terms are given in Supplementary Tables 2 and 3. (**e**–**h**) Analysis performed on three independent experiments; one Kit−J sample was excluded for technical reasons.

**Figure 3:**
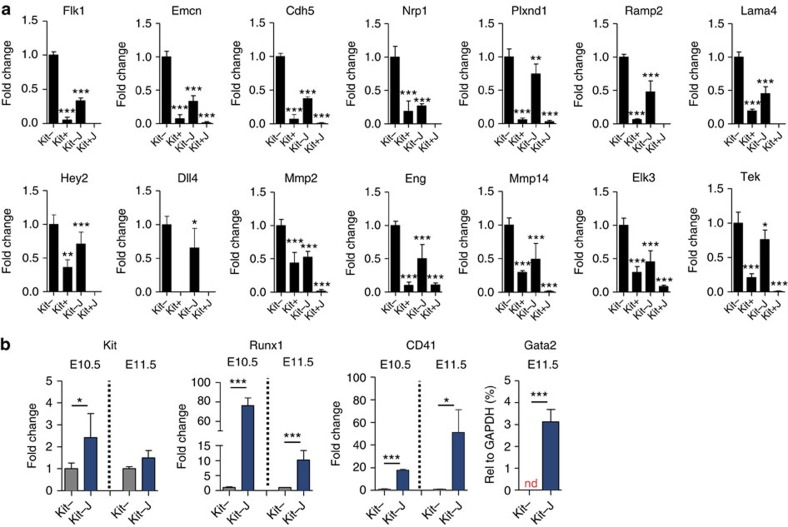
Jag1 induces the downregulation of the endothelial signature. (**a**) Microarray validation using qRT–PCR. Expression of a panel of endothelial-related genes on E11.5 CD31+CD45−Ter119− AGM cells incubated 2 h on OP9-Jag1. Quantification was performed in Kit−, Kit+, Kit−J and Kit+J. The bars represent the average expression level of four to six replicates from two independent experiments, normalized to Kit− expression. Average fold change (±s.d.) is represented. Student's *t*-test for comparisons of Kit+, Kit−J and Kit+J populations with Kit− population was performed (*P≤0.05; **P≤0.01; *P*≤0.001). (**b**) Expression of haematopoietic genes on E10.5 and E11.5 Kit− and Kit−J populations (2 h on OP9-Jag1). The bars represent the average (±s.e.m.) expression level of six to nine replicates from three or four independent experiments, normalized to Kit− expression. Statistical significance was assessed by Student's *t*-test (*P≤0.05; ***P≤0.001 when significant). nd, not detected.

**Figure 4:**
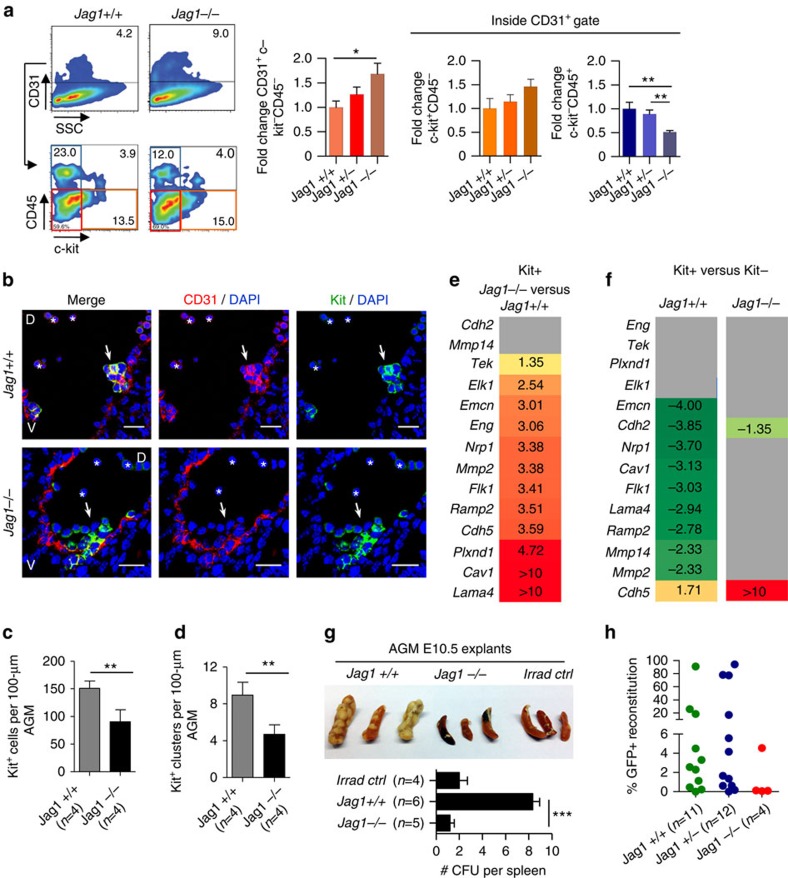
Jag1 mutants fail to generate functional HSCs and retain endothelial signature. (**a**) Representative analysis of population distribution in *Jag1*+/+, *Jag1*+/− and *Jag1*−/− animals. Endothelial population (CD31^+^Kit^−^CD45^−^) in red (frame and graph bars), cluster-containing population (CD31^+^Kit^+^CD45^−^) in orange (frame and graph bars) and mature haematopoietic population (CD31^+^Kit^−^CD45^+^) in blue (frame and graph bars). Bars represent the average population distribution in *Jag1*+/+ (*n*=6), *Jag1*+/− (*n*=10) and *Jag1*−/− (*n*=6) embryos, normalized to *Jag1*+/+ ±s.e.m. Significance was assessed by Student's *t*-test (*P≤0.05 and **P≤0.01 when significant). (**b**) Representative confocal images of transversal sections of E10.5 AGM from *Jag1*+/+ and *Jag1*−/− stained for CD31 (red) and Kit (green). Nuclear staining with DAPI. White arrows point to cluster-like structures. Scale bar, 25 μm. Asterisks indicate autofluorescent circulating cells. D, dorsal; V, ventral. (**c**,**d**) Quantification of Kit+ cells (**c**) and Kit+ clusters (group of at least four positive cells; **d**) per 100 μm of AGM from *Jag1*+/+ and *Jag1*−/− embryos. Bars represent the average±s.e.m. of cells per embryo (*n*=4). Student's *t*-test was performed (**P≤0.01). (**e**,**f**) FC in the expression levels of the indicated genes as detected using qRT–PCR from E10.5 Jag1−/− compared with Jag1+/+ Kit+ cells (**e**) or in Kit+ compared with Kit− populations in the Jag1+/+ and Jag1−/−. (**f**). Two independent pooled samples for each genotype were analysed. Colour grades reflect the FC values of each gene expression. All FC values represent statistically significant differences on gene expression (*P* value≤0.05). Genes that do not show a statistically significant alteration in pairwise comparison are listed in grey. See also Supplementary Fig. 5a. (**g**) CFU-S_11_ from E10.5 *Jag1*+/+ or *Jag1*−/− AGM explant cultures. *n* represents the number of treated animals per condition. Each mouse was transplanted with one embryo equivalent AGMs on 3 days in explant culture. Results obtained from three independent experiments. Irrad ctrl: irradiated/non-injected control. Bars represent the mean±s.e.m. of colonies per tissue. Significance is assessed by Student's *t*-test (***P≤0.001; not assigned if not significant). (**h**) Percentage of reconstitution at 4 months post transplantation. Each dot represents a single animal. *n* represents the number of transplanted mice per genotype.

**Figure 5:**
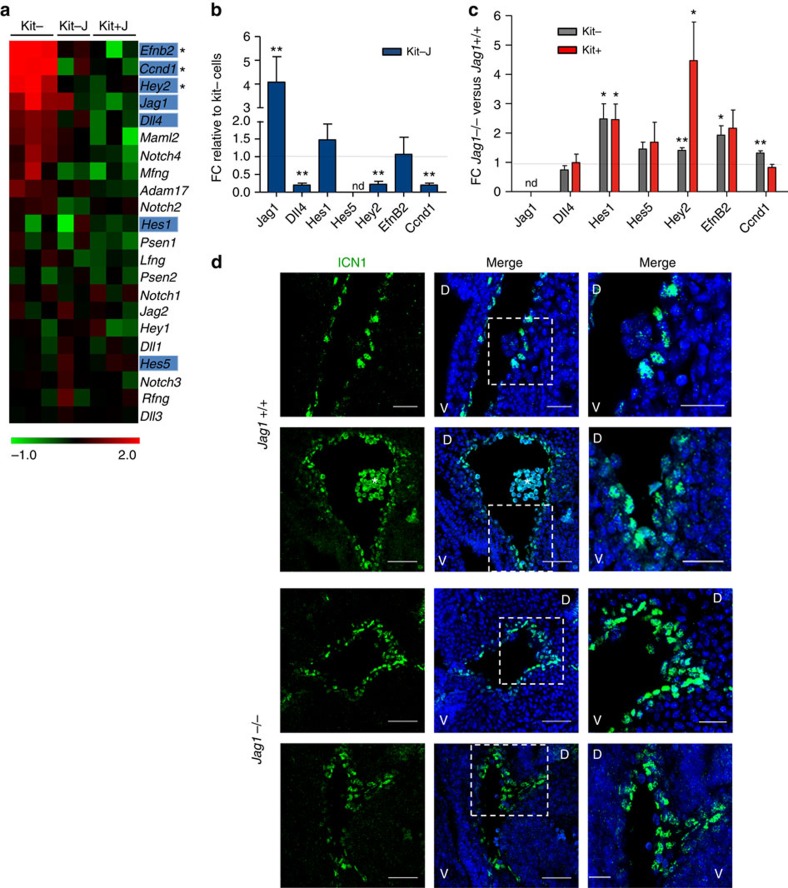
Jag1 attenuates Notch signalling imposed by Dll4 in the AGM. (**a**) Heatmap displaying Notch pathway elements' signature enrichment in E11.5 endothelial population (Kit−) and in Kit− and Kit+ cells on Jag1 incubation of the endothelial fraction (Kit−J and Kit+J, respectively). Highlighted genes are differentially expressed in Kit+_Kit− (Fig. 2); *represents differentially expressed in Kit−J_Kit−. Non-marked genes are not significant (*P*≤0.05). (**b**) Fold change expression levels using qRT–PCR of Notch pathway elements in E11.5 endothelial population on OP9-Jag1 incubation (Kit−J) compared with Kit− cells. The bars represent the average expression of 7 to 12 replicates from at least three independent experiments±s.e.m. Student's *t*-test was performed (**P≤0.01; ***P≤0.001; ns, not significant; n.d., not detected). (**c**) Fold change expression levels using qRT–PCR of Notch pathway elements in Kit− (grey) or in Kit+ population (red) from E10.5 *Jag1*−/− compared with *Jag1*+/+. Bars represent the average expression level of five to six replicates from two independent experiments. Statistical significance was assessed by Student's *t*-test (*P≤0.05; **P≤0.01; not significant, not assigned). (**d**) Confocal images of transverse sections of the dorsal aorta in two E10.5 embryos from *Jag1*+/+ and *Jag1*−/− stained with anti-cleaved Notch1 (green). Detail of the dorsal aorta corresponding to the boxed areas (right panels). *represents autofluorescent circulating cells. Scale bars, 50 μm in *Jag1*+/+, 25 μm in *Jag1*−/− embryos and for magnified regions.

**Figure 6:**
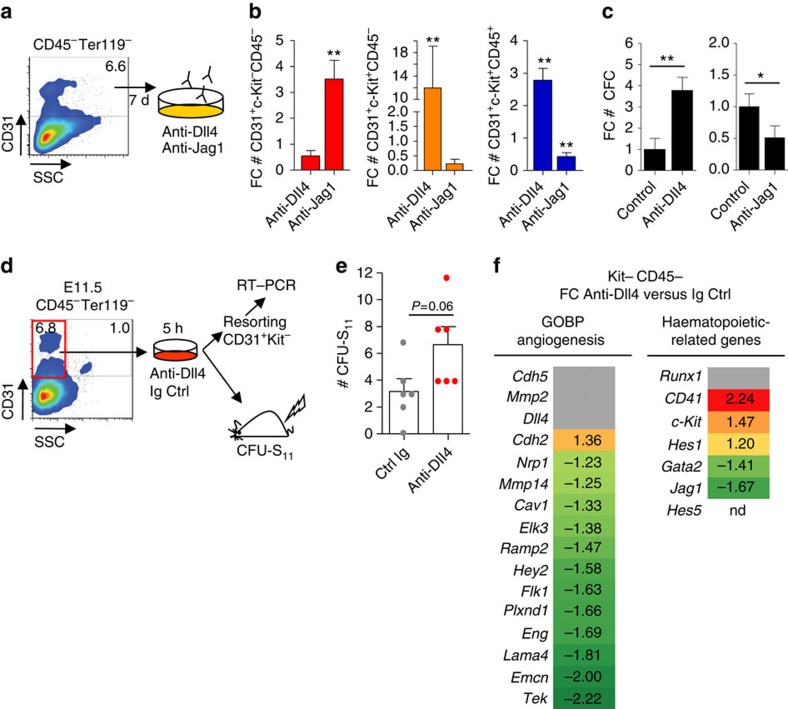
Blockage of Dll4 promotes haematopoietic commitment. (**a**) Schematic of experimental design. E10.5 AGM CD31^+^CD45^−^Ter119^−^ cells were sorted and incubated in the medium with anti-Dll4- or anti-Jag1-blocking antibodies or irrelevant Ig for 7 days. (**b**) Graphs represent the average FC of total cell number obtained after culturing with anti-Dll4 or anti-Jag1 compared with each Ig control±s.e.m. from three independent experiments. Student's *t*-test was used to assess the significance (**P≤0.01; not assigned if not significant). (**c**) Relative number of CFC haematopoietic progenitors obtained in **b**. Average results from three independent experiments ±s.d. determination. Student's *t*-test was used to assess the significance (*P≤0.05; **P≤0.01). (**d**) E11.5 CD31^+^Kit^−^CD45^−^Ter119^−^ cells were sorted and incubated for 5 h on the medium supplemented with anti-Dll4-blocking antibody or irrelevant Ig control. Cells were injected in 3-Gy-irradiated SCID-Beige mice or resorted for mRNA extraction and qRT–PCR analyses. (**e**) Quantification of spleen colonies (CFU-S_11_). Bars represent the average of six replicates from three independent experiments (coloured dots) ±s.e.m. Student's *t*-test was used to assess significance. (**f**) FC in expression levels of a panel of angiogenic- and haematopoietic-related genes using qRT–PCR. Colour grades reflect the fold change values of each gene expression (normalization to expression levels in control conditions). All coloured FC values represent statistically significant differences on gene expression (*P*≤0.05, using Student's *t*-test). Grey is shown for non-statistical significant differences.

How the deposited data were processed for this re-analysis (not part of the article)

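Gene expression was measured on 17 Affymetrix mouse gene arrays of E11.5 AGM cells in 6 groups: Kit− and Kit+ cells taken fresh (6 arrays, from an earlier series) and Kit−J, Kit−D, Kit+J and Kit+D cells sorted by Kit after 2 h of the CD31 positive cells on OP9-Jag1 or OP9-Dll4 stroma (11 arrays). Kit−J has 2 arrays and every other group 3. Per the sample records, the authors deposited log2 values made with RMA, whose version is not given; the values run from 1.24 to 13.58 with a median of 5.29, and all 17 columns were mapped. Medians of the arrays were 5.25 to 5.32 in Kit−, 5.24 to 5.33 in Kit+, 5.28 to 5.38 in Kit−J, 5.25 to 5.32 in Kit−D, 5.22 to 5.34 in Kit+J and 5.24 to 5.30 in Kit+D. Raw intensities were not used here. Gene symbols came from the platform table, and 21553 of the 21640 probe sets with 1 symbol matched a gene of the RefSeq table for mouse by Entrez number, with 0 symbols changed.

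Comparisons were made with limma 3.58.1 in R 4.3.3 (data.table 1.17.8), as contrasts in 1 model of group means over all arrays with moderated variances and Benjamini-Hochberg adjustment over 19937 genes; a gene was called at an adjusted p under 0.05. The paper's text does not name its test for differential expression. The comparisons were Kit+ with Kit−, each cultured group with its fresh population, the groups on the 2 stromas, Kit+J with Kit−J, Kit+D with Kit−D, and 2 differences of differences between Kit− and Kit+ cells. Gene lists were tested with camera at a preset correlation between genes of 0.01, and again with an estimated correlation and with fry, adjusted over the lists of a comparison. The lists were the genes of Fig. 2g and Fig. 5a; endothelial identity, arterial and venous genes; VEGF signalling, adhesion, basement membrane, migration, cytoskeleton, Wnt, Notch targets, haematopoietic and cell cycle genes; early response, inflammatory, interferon, hypoxia and cholesterol genes; markers of germ, stromal, erythroid, myeloid, megakaryocytic, epithelial and neural crest cells; and housekeeping genes. Of the 8 housekeeping genes 0 were called in Kit−J against Kit− (median −0.07, camera adjusted p = 0.512). Relative to Kit−, their mean was −0.411 and 0.177 on Kit−J replicates 1 and 2 and −0.61 on Kit+D replicate 3. The Kit− arrays ran from −0.0824 to 0.116. Principal components used all probe sets, and clustering used Euclidean distance and average linkage on median-centred genes with an SD of at least 1, divided into 2 clusters. Figures were drawn in Python 3.11.15 with matplotlib 3.10.9.

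Lists, comparisons and the rule for named genes were fixed before the data were examined. The rule took, for each comparison, the 8 largest rises and falls among called genes whose groups do not overlap array by array, leaving out provisional symbols and small RNAs; every gene the paper names; up to 4 members of each list with the smallest adjusted p; and up to 6 called microRNAs with the largest rise. The values in Fig. 2g had been seen before the rule was written. Other genes named were chosen after their values were seen. Alternatives were a fit of only the groups compared, a variance trend with a robust prior, removal of dim genes, housekeeping scaling, another quantile normalization, array weights, the mean of a gene's probe sets, all probe sets, a log2 fold change of at least 1, a fixed and a random replicate block, and leaving out each array. A fit with no OP9-Dll4 array, a fit without Kit−D replicate 3 and Kit+D replicates 1 and 3, and a fit of OP9-Dll4 arrays alone with replicate block were added after the data had been seen. Where an array was left out of Kit−J, the remaining one was assumed to vary like the other groups. The same was assumed of the 1 Kit+D array left in the fit without Kit+D replicates 1 and 3.

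Same-numbered Kit−D and Kit+D arrays deviated together from their group means (correlations from 0.179 to 0.462, all above 0.1), so their numbers were taken to pair them. Arrays of different numbers reached 0.134, and deviations from a group mean cancel out, so the bound of 0.1 does not establish the pairing. The paper states that both Kit fractions of a stroma were recovered from the same cultures, in 3 sorting experiments; neither it nor the labels say that the numbers mark them, and this comes from the data. With the replicate block, Kit+D and Kit−D differed in 2446 genes, against 2615 without it. On simulated data, 100 genes changed by 1 (log2) gave 56 calls in Kit+ against Kit− and 58 in Kit−J against Kit−, and 100 changed by 2 gave 97 and 93, with 13 and 7 unchanged genes called of 19937. A simulated fall of all 35 endothelial identity genes had a camera adjusted p of 1.59e-40, with 0 of 19 lists that share no member called. The study's enrichment tables, qRT-PCR and cell counts were not analysed here.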

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

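The tests of germ cell genes on Kit+D replicate 1 were chosen, and their bounds revised, after the result had been seen, and that of germ cells in the Kit+ gate before. A difference between populations drew attention to 395 genes whose change between OP9-Jag1 and OP9-Dll4 was not the same in Kit− as in Kit+ cells (limma, 124 higher and 271 lower in Kit−), among them Sema6a (−3.26, standard error 0.36, adjusted p = 0.00154), the integrin gene Itga2 (−3.24, standard error 0.36, adjusted p = 0.00154), Kitl (−2.99, standard error 0.48, adjusted p = 0.00945) and Ifitm1 (2.55, standard error 0.42, adjusted p = 0.0108). The count was 91 and 811 without Kit−J replicates 1 and 2. It was 144 and 116 without Kit−D replicates 2 and 3, 209 without Kit+J replicate 3, and 218 and 763 without Kit+D replicates 2 and 3. It was 25 after housekeeping scaling, 161 with array weights, 260 with a fixed replicate block and 44 when only these groups were fitted. Kitl (adjusted p = 0.0679) and Ifitm1 (0.0638) missed the threshold in that fit, Kitl also after housekeeping scaling (0.0637) and Ifitm1 with array weights (0.0515).

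The change from fresh cells to OP9-Jag1 also differed between Kit− and Kit+ cells, in 116 genes (5 higher and 111 lower in Kit−), with Kdr at −4.09 (standard error 0.51, adjusted p = 0.00213), the kinesin gene Kif1c at −3.69 (standard error 0.44, adjusted p = 0.00201) and Cryz at 1.91 (standard error 0.29, adjusted p = 0.00999). The count was 66, 53 and 50 without Kit− replicates 1, 2 and 3, 57, 61 and 73 without Kit+ replicates 1, 2 and 3, 38 and 297 without Kit−J replicates 1 and 2, and 67 without Kit+J replicate 3. It was 29 after housekeeping scaling, where Cryz missed the threshold (adjusted p = 0.12). It was 71 with all probe sets and 175 when only these groups were fitted. Kdr averaged 4.81 on Kit+ and 4.95 on Kit+J, below the median of all values (5.29), and had little room to fall. Its difference therefore cannot show that OP9-Jag1 acts differently on Kit+ cells. Itga2 (4.682 to 5.291) and Kitl (3.385 to 3.858) were also low on the Kit+J arrays, which limits their ligand effect likewise.

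A signal in genes the paper does not discuss was the interferon response, with a median of 1.30 in Kit−J against Kit− and 2 of 14 genes higher, Ddx58 (1.52, standard error 0.36, adjusted p = 0.039) and Usp18 (1.57, standard error 0.37, adjusted p = 0.0397; 6 over the list alone; camera adjusted p = 1.23e-06, adjusted p = 0.106 with an estimated correlation). The list mean lay 1.32 and 1.29 above Kit− on the Kit−J arrays, and at 0.861, −0.142 and 0.00219 on Kit−D, 0.553, 0.361 and 0.703 on Kit+J and 1.79, −0.00766 and 0.0593 on Kit+D. Ddx58 missed the threshold without each array in turn (adjusted p from 0.0661 to 0.174), and Usp18 without each Kit− replicate or Kit−J replicate 1 (from 0.105 to 0.361). The median was 0.84 in Kit−J against Kit−D (2 higher, 3 over the list alone; camera adjusted p = 0.00506, adjusted p = 0.345 with an estimated correlation) and 0.55 in Kit+J against Kit+ (0 called, 2 over the list alone; camera adjusted p = 6.9e-05, adjusted p = 0.529 with an estimated correlation).

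Another was the group of germ cell markers, with a median of 2.20 in Kit−J against Kit−D (camera adjusted p = 1.39e-08, adjusted p = 0.277 with an estimated correlation). Primordial germ cells in the Kit+ gate had been expected to raise much of the list in Kit+ against Kit−, and 1 of 24 passed. The markers, however, were already bright on the Kit− arrays (Dppa5a averaged 10.6 there, 11.8 on Kit+ and 7.38 on Kit−D), so that this bound was a poor one, and such cells cannot be told apart from expression by the sorted cells. An effect of OP9-Dll4 shared by the Kit+D arrays is argued against as the cause of the low list on Kit+D replicate 1, since the lower of the other 2 arrays on that stroma differed from the mean of the fresh Kit+ arrays by 0.000251 (SD 0.132), and replicate 1 by −2.69. Germ cells in unequal shares between sorts cannot be told apart from other differences between the replicates. All 17 members that are bright on Kit+ arrays were lower on replicate 1 than on both other Kit+D arrays, as any cause of a low list mean would have it. The gate for CD31 need not remove germ cells, which carry CD31 too, and no germ cell count was analysed here.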

How the results depend on the processing

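Over named genes and lists, 1863 of 2520 values without 1 array kept their direction and side of the threshold, 634 kept the direction but missed the threshold, 8 newly passed it and 15 reversed; under the other alternatives the numbers were 4358, 489, 16 and 6 of 4869. Of counts, components and clustering, 86 of 151 values without 1 array and 124 of 189 others stayed within 1.5 times or 1 SD of the reported value. Except where an alternative tests fewer arrays or genes or sets a stricter minimum by its construction, the cause was not tested. Genes near the floor of the arrays, such as most microRNAs, are measured with little signal over background.

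Without 1 array, counts ran from 417 to 463 for Kit+ against Kit−, from 105 to 942 for Kit−J against Kit−, from 1 to 67 for Kit−D against Kit−, from 504 to 2728 for Kit−J against Kit−D, from 0 to 18 for Kit+J against Kit+. They ran from 35 to 543 for Kit+D against Kit+, from 113 to 1243 for Kit+J against Kit+D, from 3 to 386 for Kit+J against Kit−J, from 1573 to 3077 for Kit+D against Kit−D. They ran from 91 to 811 for the ligand effect and from 38 to 297 for the OP9-Jag1 effect that differ between Kit− and Kit+ cells, from 86 to 277 for genes shared by Kit+ and Kit−J, and from 0 to 13 for microRNAs. The gap on the first component ran from 7.62% to 30.3%, and all 16 remaining arrays clustered with their side. Values near 0 changed sign: Itga2b ran from −0.11 to 0.14 in Kit−J against Kit−, from −0.24 to 0.49 in Kit−D against Kit− and from −0.46 to 0.27 in Kit−J against Kit−D, Hes1 from −0.80 to 0.57 in Kit−J against Kit−, Hes5 from −0.066 to 0.015 in Kit+ against Kit−, and Gata2 from −0.18 to 0.17 in Kit−J against Kit−D. List medians that changed sign in Kit−J against Kit− were those of Notch targets (−0.0929 to 0.111), cell cycle genes (−0.146 to 0.15), erythroid markers (−0.0441 to 0.192) and neural crest markers (−0.0254 to 0.154), and in Kit+J against Kit+ that of cell cycle genes (−0.00404 to 0.16).

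A fit of only the groups compared gave 1335 genes for Kit+ against Kit−, 80 for Kit−D against Kit−, 1151 for Kit−J against Kit−D, 1 for Kit+J against Kit+, 6 for Kit+D against Kit+, 2 for Kit+J against Kit+D. It gave 2 for Kit+J against Kit−J, 1321 for Kit+D against Kit−D, 44 for the ligand effect, 175 for the OP9-Jag1 effect and 1 microRNA. Housekeeping scaling gave 189 for Kit−J against Kit−, 18 for Kit−D against Kit−, 784 for Kit−J against Kit−D, 221 for Kit+J against Kit+D. It gave 8 for Kit+J against Kit−J, 1116 for Kit+D against Kit−D, 25 for the ligand effect, 29 for the OP9-Jag1 effect, 157 for the shared genes, 0 microRNAs and 0.0021 for Hes1 in Kit−J against Kit−. Array weights gave 1728 for Kit+ against Kit−, 270 for Kit−J against Kit−, 780 for Kit−D against Kit−, 1180 for Kit−J against Kit−D. They gave 9 for Kit+J against Kit+, 1075 for Kit+D against Kit+, 5 for Kit+J against Kit−J, 4063 for Kit+D against Kit−D, 161 for the ligand effect and 0 microRNAs. All probe sets gave 117 for Kit−D against Kit−, 10 for Kit+J against Kit+, 793 for Kit+D against Kit+, 1024 for Kit+J against Kit+D, 40 for Kit+J against Kit−J, 71 for the OP9-Jag1 effect and 1 microRNA. A log2 fold change of at least 1 gave 1056 for Kit−J against Kit−D, 127 for Kit+D against Kit+, 196 for Kit+J against Kit+D, 1218 for Kit+D against Kit−D and 1 microRNA. Without dim genes the counts were 60 for Kit−D against Kit− and 1 microRNA, and the variance trend gave 1 microRNA. Another quantile normalization gave 0.18 for Gata2 in Kit−J against Kit−D and 0.020 for Hes5 in Kit+ against Kit−.

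The numbers are not used to pair other groups, since correlations of same-numbered arrays were not all above 0.1 for any other pair of groups. The fixed replicate block gave 172 genes for Kit+D against Kit+, 11 for Kit+J against Kit−J, 260 for the ligand effect, 1 microRNA, −0.13 for Itga2b and −0.034 for the median of erythroid markers in Kit−J against Kit−. The random replicate block (correlation −0.0726) gave 1 microRNA. Of the fits added after the data had been seen, that with no OP9-Dll4 array gave 14 for Kit+J against Kit+, 41 for Kit+J against Kit−J and 175 for the OP9-Jag1 effect. That without Kit−D replicate 3 and Kit+D replicates 1 and 3 gave 55 for Kit−D against Kit−, 156 for Kit+D against Kit+, 226 for Kit+J against Kit+D, 1332 for Kit+D against Kit−D, 165 for the ligand effect and 0.17 for Gata2 in Kit−J against Kit−D. OP9-Dll4 arrays alone with replicate block gave 1345 for Kit+D against Kit−D. With an estimated correlation the Fig. 5a list (median −0.239, Kit−J against Kit−) and the haematopoietic list (median −0.398, Kit+J against Kit+, also with fry) missed the threshold. The gap on the first component was 38.5% with the most variable genes, 38.3% with genes of an SD of at least 1 and 28.6% within the cultured arrays, and clustering of all genes placed 10 of 17 arrays with their side.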

Differences from the paper's values

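The 44 values printed in Fig. 2g are labelled fold change and match log2 fold changes, 42 of them at 2 significant digits. In Fig. 2 the overlap of the calls in Kit+ and Kit−J shows about 360, about 310 and about 120 genes, read by eye, where 340, 304 and 122 were found. Fig. 5a marks Hes1 and Hes5 as differentially expressed between Kit+ and Kit− cells; their log2 fold changes here were 0.31 (adjusted p = 0.782) and −0.03 (adjusted p = 0.971), and no setting that was run called them. Hey2 (−1.99, standard error 0.21, adjusted p = 5.31e-05), Efnb2 (−2.44, standard error 0.25, adjusted p = 3.94e-05) and Ccnd1 (−2.18, standard error 0.28, adjusted p = 0.000213) were called. Notch4, not marked there, was called here (−0.92, adjusted p = 0.0416), and not without Kit− replicates 2 or 3 or Kit+ replicates 1 or 3 (adjusted p = 0.206, 0.113, 0.13 and 0.199). Notch4 also missed the threshold when only these groups were fitted (adjusted p = 0.0909) and with the variance trend and robust prior (0.0512). The paper lists cell cycle among the enriched categories of Fig. 2h, which covers both Kit−J and Kit+ against Kit−. The cell cycle list fixed here had a median of 0.06 in Kit−J against Kit− with 0 of 34 genes called. Its mean on the Kit+ arrays lay 0.215 above Kit− (SD 0.0841, n = 3). The paper states that Jag1 raised several microRNAs, where 1 was higher in Kit−J than in Kit− and 14 were higher in Kit−J than in Kit−D; 13 were called in Kit−J against Kit− without Kit−J replicate 2.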

Other observations

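The tests of blood cell genes on the OP9-Dll4 arrays and of other splits of the arrays were chosen after the results had been seen, the bounds of the former also being revised then, as was that of a wrong label; the other tests of the endothelial genes were not. Kit+ cells on OP9-Dll4 differed from Kit− cells on OP9-Dll4 in 1296 higher and 1319 lower genes (limma). Of 35 endothelial identity genes 34 were lower and 0 higher (35 over the list alone; median −1.66, camera adjusted p = 1.02e-32, adjusted p = 0.00136 with an estimated correlation). Klhl4 (−4.16, standard error 0.24, adjusted p = 4.08e-07), Itga2 (−3.46, standard error 0.24, adjusted p = 2.25e-06) and Nfib, a transcription factor (−3.46, standard error 0.30, adjusted p = 1.12e-05), were among the largest falls. Ifitm1, an interferon-induced membrane protein also made by germ cells (2.72, standard error 0.28, adjusted p = 3.64e-05), and Sycp3, a gene of meiosis (2.85, standard error 0.60, adjusted p = 0.00649), were higher, beside 11 of 24 germ cell markers (22 over the list alone; median 1.85, camera adjusted p = 1.85e-08, adjusted p = 0.267 with an estimated correlation). The count was 1573 and 1593 without Kit−D replicates 2 and 3 and 1629 without Kit+D replicate 2. Between Kit+J and Kit+D 449 genes differed, 115 higher and 334 lower in Kit+J (7 and 214 after housekeeping scaling, 158 and 242 after another quantile normalization), with the globins Hbb-y (−5.91, standard error 0.55, adjusted p = 0.000493) and Hba-x (−4.55, standard error 0.54, adjusted p = 0.00145) lowest and Zfp750 (1.80, standard error 0.26, adjusted p = 0.00466) higher. In this comparison 3403 genes (17.1%) did not overlap, against 10% by chance. That count was 259 and 234 without Kit+J replicates 2 and 3 and 113 and 1243 without Kit+D replicates 2 and 3. When only the groups compared were fitted, 1321 genes differed between Kit+D and Kit−D and 2 between Kit+J and Kit+D, and Sycp3 (adjusted p = 0.0773) and Zfp750 (0.219) missed the threshold.

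In Kit−J against Kit−, 2 of 29 early response genes were lower, the transcription factors Jun (−1.1, standard error 0.18, adjusted p = 0.00469; 0.0653 without Kit−J replicate 1) and Fosb (−1.67, standard error 0.40, adjusted p = 0.0434; from 0.106 to 0.193 without each array in turn), with a median of −0.16 (5 lower over the list alone; camera adjusted p = 0.0013, adjusted p = 0.132 with an estimated correlation). Of 20 hypoxia and glycolysis genes 1, the glycolytic enzyme Pfkl, was lower (−1.13, standard error 0.22, adjusted p = 0.0128; 0.0635, 0.0657 and 0.0617 without Kit− replicate 3 and Kit−J replicates 1 and 2), with 3 over the list alone (median −0.34, camera adjusted p = 0.000591, adjusted p = 0.0115 with an estimated correlation, adjusted p = 0.0681 without Kit−J replicate 1). Of 17 inflammatory genes 0 were called (median 0.13, camera adjusted p = 0.842), and of 16 cholesterol synthesis genes 0 (median 0.24, camera adjusted p = 0.138, 0.000499 without Kit−J replicate 1). At an unadjusted p under 0.05, 2732 of all genes passed in this comparison.

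Lower endothelial genes on the Kit−J arrays were set against 4 technical explanations. Kit+ cells in the Kit−J sort are argued against: on the linear scale the 181 genes at least 2 (log2) lower in Kit+ would need a median share of Kit+ cells of 0.911 (95% bootstrap interval 0.888 to 0.928), and the 10 genes at least 2 higher a share of 0.228 (0.143 to 0.369). Wider sets gave 0.385 (0.324 to 0.464) for 247 genes at least 1 higher, 0.377 (0.324 to 0.471) without the germ cell list and 0.4 (0.334 to 0.49) for the 112 called genes. Kit+ cells put on the Kit−J arrays by a wrong label are argued against by the share from these 112 genes, which was 0.32 and 0.465 on the Kit−J arrays and 0.895, 0.763 and 0.944 on the Kit+J arrays (SD 0.0934). A shared effect of culture or array set is argued against by a median of 0.34 for the endothelial identity list in Kit−D against Kit−. Stromal cells carried over are argued against by a median of −0.446 for the stromal list in Kit−J against Kit−. The median against Kit−D was −0.964, but the list was itself raised on Kit−D replicates 2 and 3 (0.513 and 0.948 above Kit−). On Kit−J replicate 2 Mgp (6.818), Lox (5.685) and Acta2 (6.981) lay above every Kit− array, and Cxcl12 (6.372) below. Some carry-over on that array is therefore not excluded. An effect of OP9-Jag1 on the cells, the biological explanation in the design, stays open as a hypothesis from 2 arrays. No test was planned for a loss from the Kit− gate of endothelial cells that gained Kit in culture. Such cells would carry their endothelial genes into Kit+J. The mean of the endothelial identity list was −1.95, −1.86 and −1.86 on Kit+J, below −1.78, −1.66 and −1.77 on fresh Kit+. These values, seen before the question was put, argue against a move into Kit+J of cells that kept those genes as the cause. Endothelial cells lost without reaching Kit+J would leave no trace there, and such a loss was not tested.

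Myeloid markers were lower on replicates 2 and 3 than on replicate 1 of both OP9-Dll4 groups. A lowering of blood cell genes by OP9-Dll4 cannot be told apart from variation between sorts. Replicates 2 and 3 lay below their fresh arrays in both groups. Kit−D replicate 1 lay 0.0464 above the highest Kit− array, less than their SD of 0.535, and Kit+D replicate 1 2.31 above the highest Kit+ array (SD 0.109). The macrophage gene Mrc1 was at 7.625 and 9.464 on these 2 arrays, against 3.383 to 4.542 on the fresh ones, so that cells of that kind could hide a lowering there. The sort against CD45 should remove most myeloid cells, but transcripts of blood cells remained on the fresh arrays. On Kit− the CD45 gene Ptprc was at 8.12 to 9.195 and the myeloid gene Tyrobp at 10.31 to 10.74. A sorting experiment shared by Kit−D and Kit+D arrays of one number may account for the lower myeloid markers. The lowest correlation was 0.179 within numbers, against −0.38 to 0.134 between them. These values come from the same arrays as the pattern. Deviations from a group mean also cancel out, so values within numbers bear on those between. The correlations therefore cannot decide this.

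For comparisons of 3 arrays with 3, the 10 splits are too few for a share under 0.05; in each the real split was the only 1 with as many calls. The real counts and the highest of the other splits were 644 and 0 for Kit+ against Kit−, 34 and 0 for Kit−D against Kit−, 4 and 1 for Kit+J against Kit+, 283 and 1 for Kit+D against Kit+, 449 and 48 for Kit+J against Kit+D, and 2615 and 67 for Kit+D against Kit−D. Of the 10 splits of the Kit+D and Kit−D arrays, if these are paired by number, 4 part all 3 pairs, the real one among them, and the other 3 called at most 1 gene; the 6 that part 1 pair called from 0 to 67.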
